# Plant microbiota controls an alternative root branching regulatory mechanism in plants

**DOI:** 10.1073/pnas.2301054120

**Published:** 2023-04-03

**Authors:** Mathieu Gonin, Isai Salas-González, David Gopaulchan, Juan P. Frene, Stijn Roden, Bram Van de Poel, David E. Salt, Gabriel Castrillo

**Keywords:** lateral roots, plant–microbe interactions, auxin independent mechanism, ethylene signaling, alternative pathway

## Abstract

The establishment of beneficial interactions with microbes has helped plants to modulate root branching plasticity in response to environmental cues. However, how the plant microbiota harmonizes with plant roots to control their branching is unknown. Here, we show that the plant microbiota influences root branching in the model plant *Arabidopsis thaliana*. We define that the microbiota’s ability to control some stages in root branching can be independent of the phytohormone auxin that directs lateral root development under axenic conditions. In addition, we revealed a microbiota-driven mechanism controlling lateral root development that requires the induction of ethylene response pathways. We show that the microbial effects on root branching can be relevant for plant responses to environmental stresses. Thus, we discovered a microbiota-driven regulatory pathway controlling root branching plasticity that could contribute to plant adaptation to different ecosystems.

## Significance

The mutualistic interactions between plants and microbes have coevolved controlling the development of root branching in land plants. However, the mechanisms of how the plant microbiota contributes to root branching are unknown. Using binary interactions, we show that the plant microbiota regulates root architecture in the model plant *Arabidopsis thaliana*. We establish that the microbiota effect on root branching can be independent of the phytohormone auxin signaling and requires the induction of the phytohormone ethylene. In microbiota reconstitution experiments with synthetic and natural microbial communities, we found that the microbial effect on root branching is important for plant adaptation to abiotic stresses. In natural ecosystems, the microbial control exerted on roots likely contribute to plant adaptation to changing environments.

Since their colonization of land, plants have established beneficial interactions with a myriad of plant-colonizing microorganisms, called the plant microbiota (1, 2). These interactions are critical for plant survival under conditions of reduced nutrient and water availability (1, 3–6). Among other mechanisms, microbial activity is known to support the functions of roots, below-ground structures of vascular plants, such as anchoring and uptake of water and mineral nutrients (6, 7). This microbial capability is linked to the microbiota’s capacity to induce changes in root branching. Arbuscular mycorrhizal fungi increase lateral root development in monocotyledons and dicotyledons plants (8), and nitrogen-fixing bacteria induce the formation of root nodules via recruitment of lateral root developmental components (9). Examples of commensal members of the plant microbiota with a positive effect on root branching have been also described (10, 11).

In *Arabidopsis thaliana* (common name *Arabidopsis*), lateral roots are formed from root pericycle founder cells, which after identity acquisition, start a process of cell divisions leading to the formation of lateral root primordia. Additional divisions produce a dome-shaped structure that extends through the external root tissues until emergence (12). Under axenic conditions, in the absence of microbiota, the different steps of root branching are controlled by the phytohormone auxin (13, 14). Other processes, linked to auxin signaling, such as intercellular adhesions (15), the deposition of the aliphatic polyester suberin (16), or changes in the phytohormones cytokinin (17) and ethylene (18) in the root have been found to be relevant for the initiation and emergence of the lateral root primordium in axenic roots. This auxin regulatory network also controls aspects of the root’s interaction with beneficial microbiota (7). However, roots of early land plants appear to branch through bifurcation of the root tip in an auxin-independent process (19). It is therefore likely that plants and microbes coevolved a mechanism of root branching that can be independent of auxin. This auxin-independent ancestral coordination between plants and microbes may have been partially conserved in more recently evolved land plants, influencing lateral root formation, plant performance, and adaptation to different soils.

Here, we have characterized the microbiota’s effect on plant root architecture, revealing that the plant microbiota largely controls features of root development, especially those related to root branching. Colonization experiments using the basal plant *Selaginella moellendorffii* and *Arabidopsis* mutants, impaired in lateral root development, demonstrated that the microbiota controls stages of lateral roots independently of auxin signaling. Using an auxin biosynthesis inhibitor and an auxin biosensor, we show that auxin levels in the root do not change in response to microbial colonization, indicating that the microbial effect on lateral root density does not require the induction of auxin biosynthesis. Transcriptomic analysis of wild-type *Arabidopsis* plants and lateral root mutants point to the induction of ethylene response as positively affecting lateral root development. Furthermore, characterization of lateral root development in ethylene mutants in response to the microbiota revealed an alternative regulatory pathway controlling the coordination between the lateral root endogenous developmental program and the resident microbiota. We reason that the microbiota-driven effect on lateral roots contributes to the plasticity of root architecture, which is critical for plant survival in changing ecosystems.

## Results

### Plant Microbiota Alters Root Branching.

To systematically deconstruct the plant microbiota’s influence on root morphological traits, we exposed wild-type *Arabidopsis* (accession Col-0) plants to 391 individual bacterial strains (*SI Appendix*, Fig. S1*A* and Dataset S1) that recapitulate the bacterial phylogenetic diversity found in healthy *Arabidopsis* plants grown in natural soils (5, 6). We systematically screened the bacterial collection in monoassociation with the plant, in an agar-based medium with replete nutrients, and quantified changes in root architecture induced by individual bacterial isolates (*SI Appendix*, Fig. S1*B*). For each plant, we quantified 21 root features that maximized phenotypic variability in root development in response to individual bacteria (Fig. 1*A*). We found that 89% of the bacterial strains significantly altered at least one feature of the root architecture (Fig. 1*A* and *SI Appendix*, Fig. S1*C*). To remove possible duplicities in the root features analyzed, we clustered a pairwise correlation matrix to identified groups of highly correlated features (Fig. 1*B* and *SI Appendix*, Fig. S1*D*). Within each cluster, the feature showing the highest coefficient of variation in response to bacteria was considered a root architecture marker (Fig. 1*C*). These selected features were used to define 24 different clusters that represent distinct root architecture responses to bacteria (Fig. 1*D* and Dataset S2). For example, in response to bacterial isolates from clusters C3, C4, C16, C18, and C23, plants increased primary and lateral root parameters with a detrimental effect on the distance between lateral roots and in response to isolates from cluster C1, plants reduced the number of lateral roots and the length of the primary root while increasing the separation between lateral roots, and bacteria from cluster C19 promoted the production of secondary lateral roots (Fig. 1*D*, *SI Appendix*, Fig. S1*E*, and Dataset S2). Consistent with previous findings (6, 20), bacterial phylogeny explained most of the root architecture differences across isolates (*SI Appendix*, Fig. S1*F*). We noticed that in clusters C1 and C23, changes in lateral root features coincided with those observed for primary root phenotypes (Fig. 1*D*). We therefore explored whether these two features are associated. We found a weak correlation (R = 0.29, *P* = 4.1 × 10^−9^) between alterations to lateral and primary roots across plants inoculated with the different bacterial strains (*SI Appendix*, Fig. S1*G*). Thus, the variation found in primary root length does not fully explain the variation observed in lateral root density in response to the presence of bacteria (*SI Appendix*, Fig. S1*H*). These results indicate that individual bacteria can modify lateral root formation independently of primary root development. Furthermore, among the features evaluated, lateral-root-related traits showed the highest coefficient of variation (Fig. 1*C*) and the number of bacteria that altered these features was highest across all phenotypes analyzed (Fig. 1 *A* and *B*). This indicates that lateral root development is an important bacterial target to induce modifications in plant root architecture. Therefore, we focused on the feature lateral root density as a proxy in order to comprehensively characterize the effect of the microbiota on lateral root formation.

**Fig. 1.**
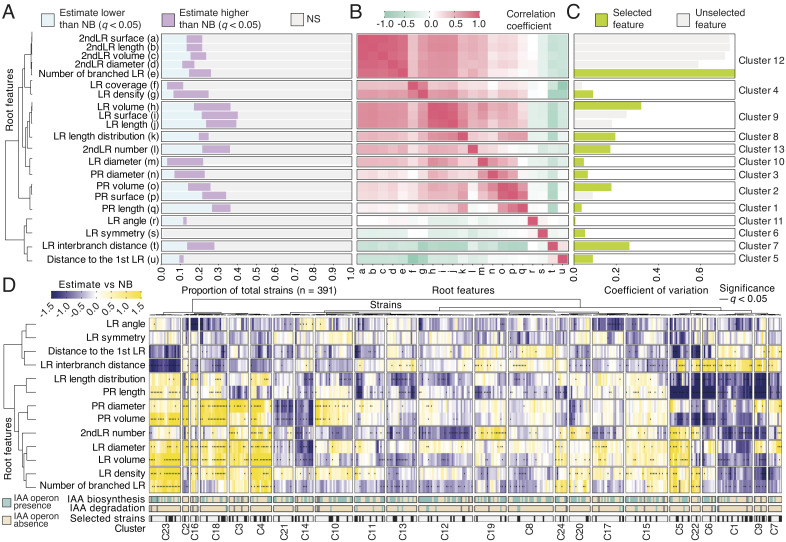
Bacterial isolates influence root architecture. (*A*) Bar graph showing the bacterial strains’ effects on root architecture features. In the graph, different colors represent the proportion of bacterial strains, out of a total of 391, able to induce a positive (purple) or a negative (blue) effect on individual root features. (*B*) Heatmap showing the Pearson’s correlation coefficient from each pairwise comparison between the root architecture features quantified in response to the individual bacterial isolate collection. See *Materials and Methods* section for the root architecture feature definitions. (*C*) Bar-graph showing the coefficient of variation of each root feature in response to individual bacterial strains. In the figure, panels *A*, *B*, and *C* have been hierarchically clustered according to the correlation coefficients from panel *B* to define clusters of highly correlated root features. Within each cluster, the feature with the highest coefficient of variation was selected as a root architecture marker (green bars in panel *C*). (*D*) Heatmap showing the bacterial strains’ estimated effect on selected root architecture features with respect to the uninoculated control. Values that are significantly different from the uninoculated control (Wilcoxon signed-ranked test, *q* value < 0.05) are highlighted with a small vertical line. The values have been clustered according to the bacterial treatment and their effect on the root architecture feature quantification. Colors on the horizontal bars in the *Bottom* of the panel, from *Top* to the *Bottom*, represent the presence of known auxin (IAA) biosynthetic or degrading operons in the available bacterial genomes and the bacterial strains selected for further experiments, respectively. For this experiment, we used at least two independent biological replicates per bacterial condition with 10 plants each.

In *Arabidopsis*, lateral root development is controlled by the plant hormone auxin in axenic conditions (13, 14). Thus, we explored whether the bacterial capacity to induce changes in lateral roots was exclusively linked to the presence of known auxin biosynthetic or auxin-degrading operons in the bacterial genomes (Fig. 1*D*, *SI Appendix*, Fig. S1 *A* and *F*, and Dataset S1). We did not observe significant differences in the distribution of the magnitude of any of the bacterial effects on root morphology between bacteria bearing or lacking known auxin-related operons (*SI Appendix*, Fig. S2*A*). In this line, we did not observe significant differences (PERMANOVA) of the effect of these two groups of bacteria on the different root architecture features within individual clusters from Fig. 1*D* (*SI Appendix*, Fig. S2*B*). Although we cannot rule out the presence of undiscovered auxin-related operons in bacteria lacking known auxin-related operons, this analysis could suggest that members of the plant microbiota might modify aspects of root development independently of their ability to modulate root auxin homeostasis.

### Microbiota Influences Auxin-Independent Root Branching.

To investigate whether the capacity of the microbiota to control aspects of root architecture is retained in plants with auxin-independent mechanisms of branching, we used a representative subset (n = 99) of bacteria that spans across all clusters identified in Fig. 1*D*. This subset included isolates with or without known operons related to auxin synthesis or degradation (Fig. 1*D*, *SI Appendix*, Fig. S1*A*, and Dataset S1). We grew the basal land plant *S. moellendorffii* (*Selaginella*) axenically or in monoassociations with the selected strains under full nutrient conditions. *Selaginella* roots branch via bifurcation, and this process is not responsive to auxin (19). We counted the number of bifurcation events in *Selaginella* roots in response to the various bacterial strains. We observed that 23% and 14% of bacteria tested significantly induced or repressed branching in *Selaginella* roots, respectively (Fig. 2 *A* and *B*). As in *Arabidopsis* (*SI Appendix*, Fig. S2 *A* and *B*), the ability of these bacterial strains to potentially produce or degrade auxin might be independent of its effect on root branching (*SI Appendix*, Fig. S3*A*). These findings indicate that members of the plant microbiota can coordinate with an auxin-independent regulatory mechanism to control root branching in a basal land plant.

**Fig. 2.**
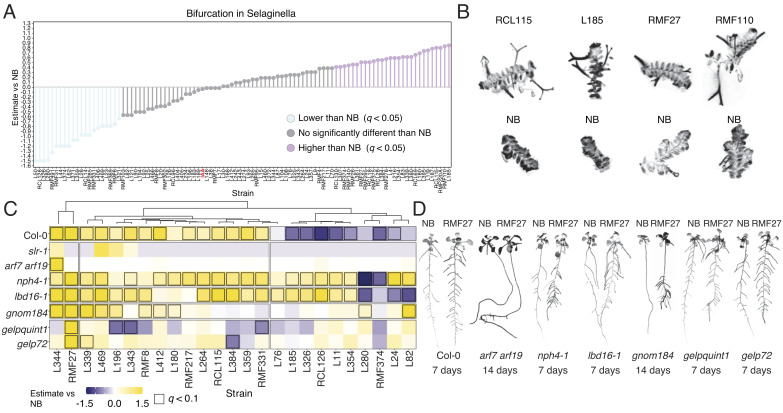
Microbiota control over some stages of lateral root development can be independent of the auxin signaling network. (*A*) Lollipop plots showing the bacterial effect on *Selaginella* branching. The effect of individual bacteria on *Selaginella* root bifurcation was estimated as compared with the uninoculated control. Values colored in purple and blue are significantly higher or lower from the no bacteria control (Dunnet test, *q* < 0.05), respectively. Highlighted in red is auxin-treated *Selaginella* (IAA) that we used as a control. For this experiment we used two independent biological replicates per bacterial condition with 12 explants each. (*B*). Exemplary images of root branching in *Selaginella* explants grown in axenic MS plates (No bacteria, NB) or MS plates inoculated with the bacteria RCL115, L185, RMF27, and RMF110 that induced root bifurcations. (*C*) Heatmap showing the bacterial strains’ estimated effect on lateral root density with respect to the no bacteria control in wild-type Col-0 plants and lateral root mutants *iaa14 slr-1*, *arf7 arf19*, *nph4-1*, *lbd16-1, gnom184*, *gelpquint1*, and *gelp72*, after 7 d of colonization with different bacterial isolates. The values have been clustered according to the bacterial treatments. Values that are significantly different from the uninoculated control are highlighted with a black square (Dunnet test, *q*-value < 0.1). (*D*) Exemplary images of wild-type Col-0 plants and lateral root mutants *arf7 arf19*, *nph4-1*, *lbd16-1, gnom184*, *gelpquint1*, and *gelp72* grown in axenic MS plates (No bacteria, NB) or MS plates inoculated with the bacterium RMF27 that increases lateral root density. To highlight the effect of the bacterium on lateral root formation, some mutants were imaged at 7 d and others at 14 d after inoculation. For this experiment at least two biological independent replicates were used per bacterial treatment with 10 plants each.

To further delineate mechanisms of coordination between lateral root development and the plant microbiota that can be auxin-independent, we selected a tractable subset of 21 bacterial isolates lacking known auxin-related operon in their genomes (Fig. 1*D*, *SI Appendix*, Fig. S1 *A* and *F*, and Dataset S1) that represent different effect intensities on *Arabidopsis* and *Selaginella* root branching (Figs. 1*D* and 2*A*). The use of bacteria lacking known auxin-related operons minimizes their capacity to interfere with the endogenous plant auxin metabolism controlling lateral root development in *Arabidopsis*. We confirmed that 15 of the selected strains were not able to produce or degrade auxin in in vitro assays (*SI Appendix*, Fig. S3*B*). As controls, we included four bacterial isolates having auxin biosynthetic operons in their genomes (*SI Appendix*, Fig. S3*B* and Dataset S1).

We inoculated seedlings of wild-type *Arabidopsis* plants and a selection of seven lateral roots mutants, *iaa14 slr-1*, *arf7 arf19*, *nph4-1*, *lbd16-1, gnom184*, *gelpquint1*, and *gelp72*, that represent different levels of impairment in lateral root development signaling mediated by the phytohormone auxin (13–16) (*SI Appendix*, Fig. S3*C*). SLR/IAA14–ARF7–ARF19 module controls the starting process in lateral root founder cells. The LBD16, a transcription factor, regulates cell cycle genes involved in the formation of the lateral root primordia (13, 14). The ADP ribosylation factor guanine nucleotide exchange factor (ARF-GEF) GNOM controls the balance between esterified and deesterified pectin, a cell wall component, required for proper initiation of lateral root primordia (15). Auxin-induced GDSL-motif–containing enzymes (for example, GELP72) regulate suberin deposition involved in lateral root emergence (16). Under the full nutrient conditions used, most of these mutants showed greater primary root elongation compared to wild-type plants (*SI Appendix*, Fig. S3*D*). We did not observe a significant bacterial effect on lateral root development in the mutant of *IAA14-SLR* that is required for lateral root initiation, a process that is strictly regulated by auxin in *Arabidopsis* (13–16) (Fig. 2*C* and *SI Appendix*, Fig. S3 *E* and *F*). We confirmed, in the rest of the mutants used, a bacterial effect on lateral root density regardless of their level of impairment in the lateral root signaling pathway (Fig. 2 *C* and *D* and *SI Appendix*, Fig. S3 *E* and *F*). We observed that not all bacteria have the ability to induce changes in all mutants tested, but strains such as L344 and RMF27 enhanced lateral root development in the more extreme mutants *arf7 arf19* and *gnom184* (Fig. 2 *C* and *D* and *SI Appendix*, Fig. S3 *E* and *F*). Thus, we demonstrated that control of the microbiota over some stages of lateral root development can be independent of the canonical auxin signaling network that controls lateral root formation in *Arabidopsis* under axenic conditions.

Next, we discarded that the bacterial effect on lateral roots was an indirect effect due to activation of lateral root formation in response to nutrient deficiencies provoked by plant–bacterium competition. Wild-type and mutant plants grown axenically, with no microbiota present, under serial dilutions of nutrient media, which replicated or even reduced plant nutritional status in the presence of the different bacteria (*SI Appendix*, Fig. S4 *A* and *B*), did not induce lateral root formation in either the wild-type plants or the *Arabidopsis* mutants analyzed (*SI Appendix*, Fig. S4 *C* and *D*). Also, we observed no correlation between the bacterial capacity to induce changes in endodermal suberization, important for lateral root emergence (6, 16) and nutrient homeostasis (6), and the lateral root phenotypes in wild-type plants (*SI Appendix*, Fig. S4*E*). Indeed, the bacterium RMF27, which induced the highest lateral root density in Col-0 plants (*SI Appendix*, Fig. S3*E*), also colonized and induced a similar number of lateral roots in the *pCASP1::CDEF1* line expressing the cuticle destructing factor1 that degrades suberin (21) (*SI Appendix*, Fig. S4*F*). All these results further indicate the existence of an alternative mechanism controlling the microbiota’s effect on lateral root development in plants that is independent of the nutritional homeostatic mechanisms influencing lateral root development.

To place the effect of the microbiota on the lateral root developmental pathway, we quantified the number of primordia across the different stages of lateral root development in *Arabidopsis* wild-type plants (22) and lateral root mutants in response to a reduced selection of 11 bacteria with a positive effect on lateral root density (Fig. 2 *C* and *D* and *SI Appendix*, Fig. S3 *E* and *F*). We found that in general, the bacterial isolates used increased the number of primordia in wild-type plants and mutants as compared to the uninoculated controls (Fig. 3*A*). We confirmed the results found in wild-type plants (Fig. 3*A*) using the *pSKP2B::GUS* line (23) and *pLBD16:GFP* (24), marker lines for primordia formation (*SI Appendix*, Fig. S5 *A*–*C*). We found that the number of primordia in wild-type plants correlates with the number of emerged lateral roots in response to the bacterial isolates (*SI Appendix*, Fig. S5*D*). This correlation was evident in the case of primordia at stages I, II, and III, before activation of the apical meristem, with its capacity to produce auxin, in newly formed lateral roots (*SI Appendix*, Fig. S5*D*). This indicates that bacterial strains can promote the development of the lateral root primordium once formed likely via the activation of the transition from a quiescent to an active primordium.

**Fig. 3.**
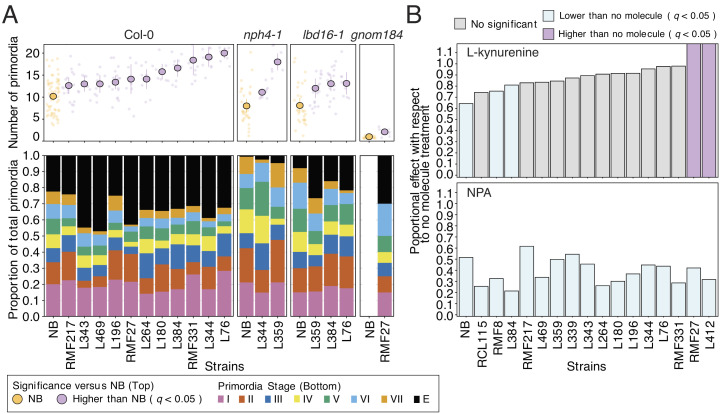
The microbiota positive effect on lateral root development and function can be independent of auxin biosynthesis. (*A*) Stacked bar charts showing the proportion of lateral root primordia at different developmental stages in wild-type plants and lateral root mutants *nph4-1*, *lbd16-1,* and *gnom184* inoculated with a collection of bacterial isolates. Different colors in the chart represent the different lateral root primordia stages [I, II, III, IV, V, VI, VII, and emerged (E)] (22). On top of the figure are pointrange plots showing the total number of lateral root primordia across the different genotypes and bacterial treatments used. In each case, the total number of lateral root primordia in the uninoculated control is colored in yellow and strains that significantly increase the number of primordia with respect to the uninoculated control are colored in purple (Dunnet test, *q* < 0.05). For this experiment, we used 10 plants per bacterial and genotypes condition. (*B*) Bar graph showing the proportional effect of L-Kynurenine (*Top*) and NPA (*Bottom*) on lateral root density as compared to untreated plants (no molecule) in wild-type plants colonized or not with individual bacterial isolates. Different colors represent the significance of the lateral root density change caused by the auxin inhibitors (molecules) as compared with untreated plants. Bars colored in gray denote plants that did not significantly respond to the auxin inhibitor treatments, in purple and blue are plants that increase or decrease the lateral root density in response to the auxin inhibitors, respectively (Dunnet test, *q* < 0.05). We used two independent biological replicates per condition with at least 10 plants each.

Also, we analyzed the bacterial effect on prebranch site formation in the root, a process that determines the spatiotemporal distribution of lateral roots along the primary root (14). We exposed the prebranch site marker line *DR5:Luciferase* to 16 of the 25 initial subsets of individual bacteria lacking auxin operons and known to modify the number of lateral roots (Fig. 2 *C* and *D* and *SI Appendix*, Fig. S3*E*), and we quantified the density of prebranch sites on the primary root axis in all cases. We found that in 81% (13 bacteria) of the cases, bacterial treatments did not modify the density of prebranch sites in the roots (*SI Appendix*, Fig. S5*E*). This result confirmed our hypothesis that, rather than increasing the number of prebranch sites in the root, the microbiota, in general, increases the number of early-stage primordia capable of developing into a lateral root.

Next, we demonstrated using the auxin sensor *DII:VENUS* (25) that the observed increased number of primordia and emerged lateral roots caused by bacteria were not due to changes in auxin signaling in the root (*SI Appendix*, Fig. S6 *A* and *B*). We also found that, in general, wild-type plants inoculated with individual bacterial strains and treated with L-kynurenine (L-Kyn), an auxin biosynthesis inhibitors (26), did not show a significant reduction in lateral root density compared to untreated plants (Fig. 3*B* and *SI Appendix*, Fig. S6*C*). As expected, bacteria-inoculated plants treated with N-1-naphthylphthalamic acid (NPA) that inhibits auxin polar transport (27) necessary for lateral root founder cell priming reduced the lateral root density to the level found in treated-wild-type plants grown under axenic conditions (Fig. 3*B* and *SI Appendix*, Fig. S6*C*). We verified the lack of capacity of the selected bacteria to use NPA and L-Kyn as carbon sources (*SI Appendix*, Fig. S6*D*). Thus, all of these results established that once the prebranch sites have been formed, the root microbiota can control lateral root primordia progression through a mechanism that can be independent of auxin biosynthesis.

### Ethylene Influences Lateral Root Formation.

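Root RNA was sequenced in 37 groups, each a combination of 1 plant genotype and 1 bacterial treatment with 6 libraries, which makes 222 libraries. Seedlings germinated axenically for 7 days were moved to plates with a single bacterial strain (a monoassociation) or with no bacteria (NB), and their roots were harvested 7 days after the transfer. Wild-type Col-0 was grown with NB and with each of 16 strains. Each lateral root mutant was grown with NB and with part of the strains: *arf7 arf19* with L344, *nph4-1* with L344, L359 and RCL115, *lbd16-1* with L180, L343, L359, L384, L412, L76, RMF217 and RMF8, and *gnom184* with L196, L339, L469 and RMF27. The paper describes 3 biological replicates per condition and 2 repeats of the experiment, and the labels do not name the repeat of a library. Each group holds 3 libraries with low and 3 with high library numbers, a layout that 2 repeats of 3 replicates would give. The main model has no term for this split. With the term added as an alternative, 6778 of 21635 genes were called for it at an adjusted p under 0.05. The authors deposited estimated counts per gene in whole numbers, without scaling between libraries. Library totals ran from 10255732 to 29735838 counts with a median of 18434824. In the Col-0 NB group, the control of every Col-0 comparison, they ran from 10255732 to 22349949 with a median of 18141489. Of the 32311 genes listed, 21635 passed edgeR's filter on low counts and were tested, and 3010 had no count in any library.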

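The genes mutated in the lateral root mutants were read first, as a check of the genotype labels, in CPM, the unit of edgeR's cpm function after TMM scaling. Without bacteria, *ARF7* was at 85.0 ± 11.9 CPM in Col-0 (SD, n = 6 libraries here and for each value that follows), 50.5 ± 1.41 in *nph4-1* and 29.5 ± 0.577 in *arf7 arf19*. Over all treatments, the 12 *arf7 arf19* libraries lay between 28.6 and 32.7 CPM and the 24 *nph4-1* libraries between 47.7 and 61.5, while the lowest of the 102 Col-0 libraries was at 58.7. *ARF19* was at 33.4 ± 5.61 CPM in Col-0 NB and 8.67 ± 0.740 in *arf7 arf19* NB. *LBD16* was at 4.50 ± 0.723 CPM in Col-0 NB and 2.56 ± 0.317 in *lbd16-1* NB, and over all treatments the *lbd16-1* libraries (1.96 to 4.74 CPM) overlapped those of Col-0 (3.60 to 10.8 CPM). *GNOM* was at 83.0 ± 6.13 CPM in Col-0 NB and 80.8 ± 4.95 in *gnom184* NB, so its count does not tell these genotypes apart. Dataset S6 gives the same insertion line for *ARF7* in *nph4-1* and in *arf7 arf19*, which leaves the difference between their *ARF7* counts unexplained and weakens this check for these 2 genotypes.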

To identify the alternative mechanism of how the microbiota induces lateral root primordia progression independently of root auxin levels, we performed a transcriptional analysis using roots of wild-type plants and lateral root mutants *arf7 arf19*, *nph4-1*, *lbd16-1*, and *gnom184,* in monoassociation with the 16 bacteria able to restore the lateral root formation in the mutants used (Fig. 2 *C* and *D* and *SI Appendix*, Fig. S3 *E* and *F*). To reduce potential masking effects of auxin signaling, we harvested roots at 7 d after transferring to the bacteria treatment, out of the peak of auxin response activation that in our experimental setup occurred at 4 d post transferring (*SI Appendix*, Fig. S7*A*).

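The 12 auxin reporter genes of the real-time PCR (Dataset S7) were followed in the RNA-seq libraries, all of them from roots harvested 7 days after the transfer. They were tested as a set with fry, a rotation test of edgeR and limma, against the NB libraries of the same genotype, with Benjamini-Hochberg adjustment over the 32 contrasts. The set was higher with bacteria in 14 of 16 Col-0 contrasts, the exceptions being RMF217 (adjusted p = 0.478) and RCL115 (adjusted p = 0.521). In the mutants it was higher in 15 of 16 contrasts, the exception being *nph4-1* with RCL115 (adjusted p = 0.468). Fry asks whether the set changed at all. Camera asks another question, whether the set changed more than the other genes, and allows for an estimated correlation between the genes. By camera, the same 14 Col-0 calls held, while *arf7 arf19* with L344 (adjusted p = 0.399) and *lbd16-1* with RMF217 (adjusted p = 0.0538) no longer passed. The mean log2 fold change of the 12 genes was highest with RMF27 among the Col-0 contrasts, at 1.09, with all 12 genes higher (adjusted p = 1.4e-39 by fry and 6.7e-05 by camera), and 0.04 with RCL115. The response of the set to L344 was smaller in *arf7 arf19* than in Col-0 by fry (adjusted p = 0.000433 over 16 such comparisons), a call that camera did not make. *YDK1* rose from 32.6 ± 17.5 CPM in Col-0 NB to 293 ± 39.2 with RMF27 (SD, n = 6 each), a log2 fold change of 3.19 (standard error 0.21, adjusted p = 3.7e-32 from edgeR's quasi-likelihood test), and 1 NB library lay apart from the others at 66.9 CPM. It was called higher in 14 of 16 Col-0 and 15 of 16 mutant contrasts. *PBP1*, which Dataset S3 also lists, was called higher in 14 of 16 Col-0 and 14 of 16 mutant contrasts. *PLT3* was not called by edgeR with RMF27 in Col-0 (log2 fold change 0.29, adjusted p = 0.0958) and rose in *gnom184* with RMF27 by 1.26 (adjusted p = 1.3e-13). The log2 fold change of *IAA13* with RMF27 in Col-0 was 0.01 (adjusted p = 0.962), and its sign changed under 4 of the alternatives.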

We compared differentially expressed genes in roots of wild-type plants grown axenically with those exposed to each individual bacterium to identify 3,051 genes differentially expressed in wild-type plants in response to the bacterial treatments (*SI Appendix*, Fig. S7 *B* and *C*). 

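Each of the 16 Col-0 monoassociations was compared with the same 6 Col-0 NB libraries by edgeR's quasi-likelihood test in 1 model of all 222 libraries, and a gene was called at an adjusted p under 0.05 within its contrast, with no limit on the fold change. In all, 15744 genes were called in at least 1 Col-0 contrast. A limit of 1 on the absolute log2 fold change moved this count most, to 2728, and DESeq2 without such a limit called 15913. RMF27 changed 9577 genes, 4694 higher and 4883 lower, of which DESeq2 shared 9356. L343 changed 7656, L469 changed 7632, RMF8 changed 7323, L180 changed 7311 and L264 changed 7252. Counts were lower for L344 (6735), L384 (5968), RMF331 (5896), L76 (5893), L339 (5380), L196 (4581), L359 (3265) and L412 (2515). RMF217 changed 878 genes, a count that fell to 272 without NB library 2 and rose to 1674 without NB library 3. RCL115 changed 98 genes, 31 higher and 67 lower, with 43 left without NB library 1, 31 without NB library 2 and 274 without NB library 3. When each strain was fitted with the NB libraries on its own, all 16 counts were lower, among them 7492 for RMF27, 1887 for L196, 1136 for L359, 826 for L412 and 2 for RMF217 (AT2G48080 and *PTF1*, named after their values were seen). For RCL115 fitted that way, edgeR called 0 genes, with 1809 at an unadjusted p under 0.05, while DESeq2 on all libraries called 113. All 16 contrasts share the NB libraries, so 16 groups without any change were simulated against 1 such control and called with limma-trend. With the same spread in every group, a median of 1.5 genes was called in at least 1 contrast (20 simulations, at most 4). That understates chance, because the NB libraries vary more than those of other groups, and a second simulation, chosen after the results were seen, gave the residuals of whole Col-0 libraries a random sign, which keeps the spread of each group and the correlation between genes. A median of 239.5 genes was then called in at least 1 contrast (100 simulations, 95th percentile 3702). The highest count of a single contrast had a 95th percentile of 2730. That is above the edgeR counts of L412, RMF217 and RCL115, which come from another fit than the limma-trend calls of the simulation. When the libraries of a strain and NB were regrouped at random, however, only the real one of 100 groupings gave as many limma-trend calls for L359 (1114, at most 73 in the others) and for L412 (804, at most 3).

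**Figure D1:**
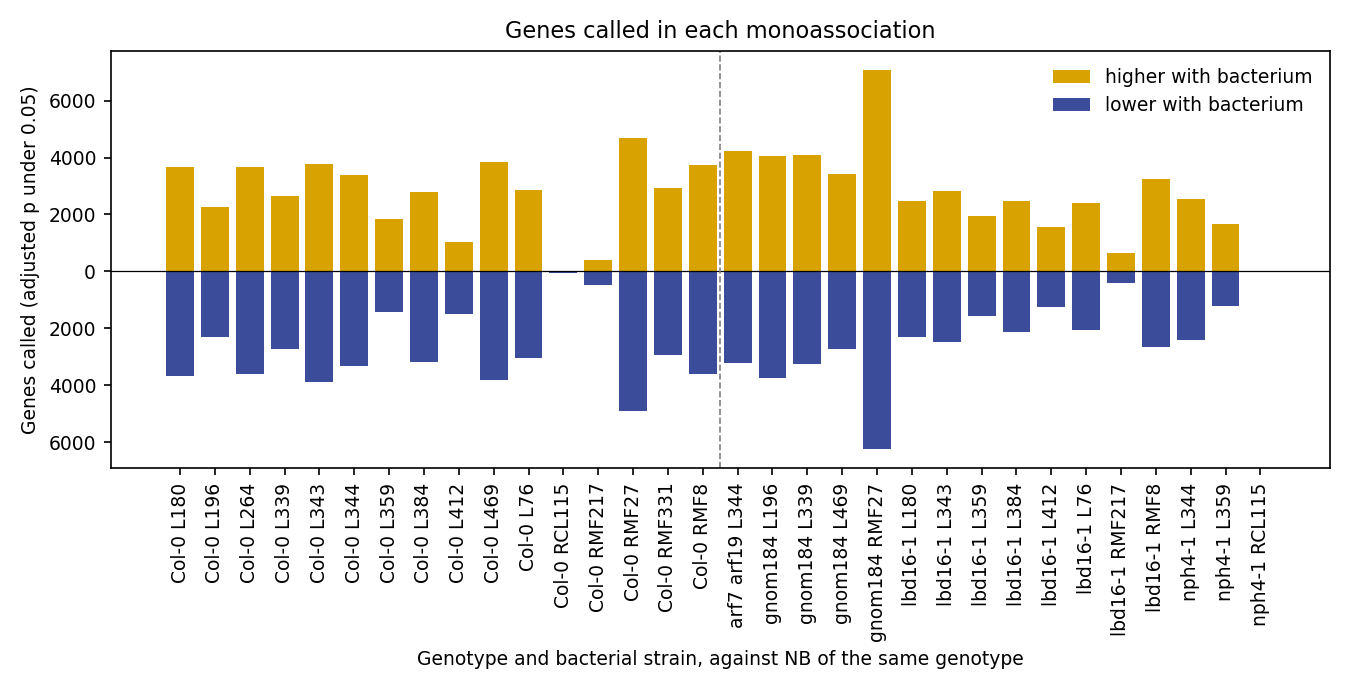
Number of genes called higher or lower than NB (adjusted p under 0.05, edgeR) in each of the 32 contrasts of a bacterial strain with the NB libraries of the same genotype; bars above 0 count higher genes and bars under 0 lower genes, and the dashed line divides Col-0 from the mutants. RMF27 has the longest bars in both genotypes it was grown with, 9577 genes in Col-0 and 13313 in *gnom184*, and RCL115 the shortest, 98 in Col-0 and 2 in *nph4-1*.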

We individually filtered our gene selections by comparing them with those genes found significantly expressed in response to individual bacterial strains in the corresponding lateral root mutants *arf7 arf19*, *nph4-1*, *lbd16-1*, and *gnom184* (*SI Appendix*, Fig. S7 *B*–*D*). 

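In the mutants, each monoassociation was compared with the 6 NB libraries of the same mutant. In *gnom184*, RMF27 changed 13313 genes (7082 higher and 6231 lower), L196 changed 7785, L339 changed 7326 and L469 changed 6142. L344 changed 7436 genes in *arf7 arf19*, 4239 of them higher, and 4965 in *nph4-1*. In *lbd16-1*, counts were 5885 with RMF8, 5310 with L343, 4767 with L180, 4584 with L384, 4477 with L76, 3517 with L359, 2787 with L412 and 1049 with RMF217, the last falling to 278 when its libraries and their NB were fitted alone. In *nph4-1*, L359 changed 2867 genes and RCL115 changed 2, AT5G33370 and *KCO2*, named after their values were seen; 1411 genes had an unadjusted p under 0.05 there, and DESeq2 also called 2. Whether a mutant responded differently from Col-0 was tested on the difference itself (an interaction contrast for each of the 16 pairs of mutant and strain). Most genes with a different response were found for *gnom184* with RMF27, where 4947 genes were called, 2549 of them with a higher and 2398 with a lower log2 fold change in *gnom184*. The other counts were 3587 for *gnom184* with L339, 3253 for *arf7 arf19* with L344, 1462 for *gnom184* with L196 and under 1000 for each of the remaining pairs, among them 65 for *lbd16-1* with L343 and 1 for *nph4-1* with RCL115, the gene AT2G01020, which is high in 2 of the Col-0 NB libraries (2218 CPM in library 1 and 155 in library 2). Fitted on the libraries of each pair alone, these counts fell to 3159 for *gnom184* with RMF27, 1177 for *gnom184* with L339, 1500 for *arf7 arf19* with L344, 306 for *gnom184* with L196 and 9 for *lbd16-1* with L343.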

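A gene was counted as changed the same way when it was called in the same direction in Col-0 and in the mutant grown with the same strain, in at least 1 of the 16 pairs. By this rule, 11314 genes changed the same way. DESeq2 gave 11362, fits of each contrast on its own libraries gave 8793, and a limit of 1 on the absolute log2 fold change in both contrasts gave 1986, or 2134 with DESeq2. Leaving out each of the 6 Col-0 NB libraries in turn gave between 10769 and 11074 genes. The lateral root densities of the correlation step are not used here, so the counts stop before that step.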

Finally, the resulting gene sets of 2,122 genes were subdivided by correlating the gene expression with lateral root density measurements found in response to individual bacterial strains (Fig. 4*A* and *SI Appendix*, Fig. S7 *B*–*E*). This hierarchical gene filtering strategy, that uses mutants impaired in the canonical auxin signaling controlling lateral roots and the plant phenotypes, allowed us to identify differentially expressed genes likely involved in the control of stages of lateral root formation independent of these auxin signaling components. Indeed, we found in our final gene selection a significant depletion in unspecific defense-related genes with no correlation to lateral root density, and a high representation of root development genes highly correlated with the lateral root phenotype analyzed (Fig. 4*A* and *SI Appendix*, Fig. S7 *D*–*F*).

**Fig. 4.**
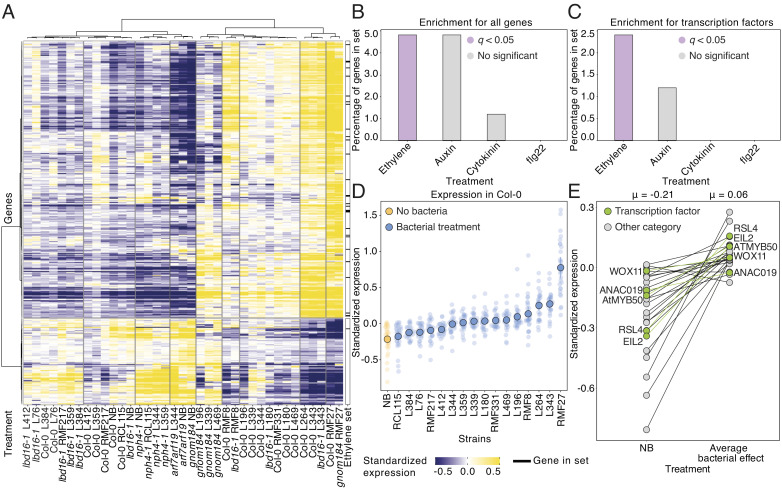
Plant microbiota induces a transcriptional response to ethylene during lateral root formation. (*A*) Heatmap of the 437 differentially expressed genes selected from an RNA sequencing experiment using a hierarchical gene filtering strategy (*SI Appendix*, Fig. S7 *B* and *C*) on transcriptional data of Col-0, the lateral root mutants *arf7 arf19*, *nph4-1*, *lbd16-1*, and *gnom184*, and the plant lateral root phenotypes in response or not (NB) to bacterial isolates. Clusters in the *x* axis are labeled with the plant genotype and the bacterial treatments. Vertical bar on the right shows the prevalence of ethylene core genes identified from the literature (6). (*B*) Bar graphs showing the percentage of genes and (*C*). Transcription factors, from phytohormones (Ethylene, Auxin, Cytokinin) and the pathogen-associated molecular pattern flg22 core genes sets identified from the literature (5, 28–33), found among the high expressed genes (>= 3× log_2_fold change) identified in *A*. Purple color indicates statistical significance (hypergeometric test, *q* < 0.05). See also *SI Appendix*, Fig. S8*A*. (*D*) Standardized expression of the identified 28 ethylene-responsive genes induced in *A*. in axenic plants (NB) or in response to the individual bacteria or (*E*). an average of bacterial treatments. Green color represents transcription factors. The line connecting both points is the difference between uninoculated and bacterial treatments. The mean expression (μ) for each treatment is on the *Top* of the panel. For the RNAseq experiment, we used three independent biological replicates per condition with at least 10 roots each. We repeated this experiment twice (n = 6).

Hierarchical clustering analysis of the 437 filtered genes identified two major clusters of differentially expressed genes that responded to the presence of individual bacteria in both wild-type and lateral root mutants (Fig. 4*A*). 

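Without the correlation step, 6129 genes were called higher and 5637 lower in both Col-0 and the mutant of at least 1 pair, and a gene can be in both counts through different pairs. Within Col-0, 1030 genes were higher and 1153 lower in at least 12 of the 16 contrasts, against a 95th percentile of 3.15 genes, for the larger of the 2 directions, in the simulation of unchanged groups that keeps the spread of each Col-0 group (100 simulations; the highest value, 10, depends strongly on the random draw). The log2 fold changes of all tested genes were correlated between Col-0 contrasts with a median Pearson's r of 0.662 over pairs of contrasts. Unchanged groups with the shared control gave a median of 0.598 in that simulation (95th percentile 0.6745). The simulation with the same spread in every group gave 0.499 (20 simulations, at most 0.517), but it understates the spread of NB. Random signs, in turn, do not keep low and high library numbers balanced within a group, and 6778 of 21635 genes were called between these. Whether that raises the correlation of unchanged groups was not tested. The observed r of 0.662 therefore does not decide whether the strains share a response. In all 16 Col-0 contrasts, 4 genes were higher, *TUA3*, AT3G29410, AT3G01760 and AT1G49450, and 35 were lower. Without single NB libraries, the number higher in all 16 lay between 0 and 15, and the number lower between 8 (without NB library 2) and 94 (without NB library 3). *TUA3*, an alpha-tubulin gene, rose by a mean log2 fold change of 0.26 over the 16 Col-0 contrasts and was called in 5 of 16 mutant contrasts. AT5G16980 had a mean log2 fold change of -2.13 in Col-0, where it was lower in all 16 contrasts, and was lower in 14 of 16 mutant contrasts. AT2G01020, an rRNA gene, was lower in all 16 Col-0 contrasts with a mean log2 fold change of -4.42, which became -1.27 without NB library 1.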

In line with the bacterial effect on lateral root formation, these clusters were enriched in induced genes related to root development and in repressed genes involved in defense (*SI Appendix*, Fig. S7*F*).

We noticed that genes responsive to ethylene (6), a plant hormone known to be involved in lateral root development in axenic plants (18), were overrepresented in our final selection of genes (Fig. 4 *A* and *B* and *SI Appendix*, Fig. S8 *A* and *B*). The enrichment in ethylene-related genes was more evident in highly expressed genes, more than 3-log_2_-fold change, that were also significantly enriched in transcription factors related to ethylene signaling (Fig. 4 *A*–*C*, *SI Appendix*, Fig. S8 *A* and *B*, and Dataset S3). 

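Dataset S3 lists 83 genes, of which 75 passed the filter on low counts and were tested. The paper's listed averages run from 3.01 to 7.62 with a median of 3.71. In the edgeR fit, the mean log2 fold change over the 16 Col-0 contrasts had a median of 1.61 over the 75 genes, and the highest of the 16 log2 fold changes had a median of 3.73. With the 7 genes of at most 3 counts in the 6 NB libraries set against a floor of 3 counts (0.0289 CPM), these medians were 1.61 and 3.73. A mean of at least 3 was reached by 2 genes, AT2G22180 and *ATNIG1*, which had 0 and 3 counts over the 6 Col-0 NB libraries, and a prior count of 1 left 0 genes. RMF27 raised all 75 tested genes in Col-0 at an adjusted p under 0.05, and also when adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries. Dataset S3 marks 8 of its genes as transcription factors. *EIL2*, of the ETHYLENE INSENSITIVE3-LIKE family, rose from 0.249 ± 0.164 CPM in Col-0 NB to 7.65 ± 0.786 with RMF27 (SD, n = 6 each), a log2 fold change of 4.89 (standard error 0.35, adjusted p = 3.2e-28, edgeR), and was called higher in 13 of 16 Col-0 contrasts. *LBD29* rose from 3.02 ± 1.37 to 18.3 ± 3.77 CPM, with a log2 fold change of 2.67 (standard error 0.24, adjusted p = 5.4e-20), and was called higher in 13 of 16. AT4G18450 rose with RMF27 by a log2 fold change of 3.70 and was called in 7 of 16, and AT1G02040 rose by 2.96 and was called in 3 of 16. AT5G43175, *ATNIG1* and AT4G00130 each had 3 counts in total in the 6 NB libraries and were called higher in 9, 11 and 7 of 16 contrasts. *ANAC019* had at most 2 counts in any Col-0 NB library and a median of 8 with RMF27, and was left out by edgeR's filter, while DESeq2 gave it a log2 fold change of 3.80 (adjusted p = 0.00404).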

We did not find these levels of enrichments for other phytohormones such as auxin and cytokinin or the bacterial pathogen-associated molecular pattern (PAMP) flg22, present in our bacterial collection, signals known to influence lateral root formation (Fig. 4 *B* and *C*, *SI Appendix*, Fig. S8*A*, and Datasets S3 and S4). Furthermore, we found that this ethylene gene set was highly induced in both wild-type plants and lateral root mutants, in response to bacterial isolates bearing or not known ethylene biosynthetic operons in their genomes (Fig. 4 *A*, *D*, and *E*, *SI Appendix*, Fig. S8*C*, and Dataset S4). 

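The ethylene core genes behind Fig. 4D are not used here as a list of their own, so the 75 tested genes of Dataset S3 stood in for them. This is another set, so the values below do not test the paper's claim on its ethylene genes. Ethylene occurs in the gene ontology names, some shortened in the copy read, of *EIL2*, *ETO3*, AT4G18450 and *ATPP2-A5*. Dataset S3 as a whole holds the filtered genes with a listed value of at least 3, ethylene genes or not. The study chose these genes on these libraries, and their listed values match the highest Col-0 response, which comes from RMF27 for 65 of the 83 genes, L343 for 13 and L264 for 5, so a rise in Col-0 and the place of these strains at the top follow from the choice. Their mean log2 fold change in Col-0 was 3.85 with RMF27, 2.58 with L343 and 2.57 with L264. It lay between 1.37 (L359) and 1.89 (RMF8) with RMF8, L344, RMF331, L339, L180, L469, L196 and L359, and was 0.95 with L76, 0.85 with L412, 0.78 with L384 and 0.76 with RMF217. RCL115 had the lowest of the 16 means, 0.45, and 2 of its genes were called, AT2G17680 and AT4G35690, named after their values were seen. In the mutants, which have NB libraries of their own, the set was higher than NB by fry in 10 of 16 contrasts, and by camera in 6 of them, without *lbd16-1* with L180, L412 and L76 and *nph4-1* with RCL115. The mean log2 fold change in *gnom184* was 4.37 with RMF27, 2.47 with L339, 2.14 with L196 and 1.95 with L469. In *lbd16-1* it ran from -0.26 (RMF217) to 2.18 (L343), and with L344 it was 0.52 in *nph4-1* and 0.37 in *arf7 arf19*, against 1.74 in Col-0. The test of the difference by fry found a smaller response of the set than in Col-0 in *arf7 arf19* and *nph4-1* with L344, in *nph4-1* and *lbd16-1* with L359 and in *lbd16-1* with L180 and RMF217, and a larger one in *gnom184* with L339; camera called 0 of the 16 pairs, with 5 at an unadjusted p under 0.05. Genes chosen for a large response in Col-0 may respond less in another genotype for that reason alone, which was not tested. The smaller responses therefore cannot be read as an effect of the mutations. The mean was higher than in Col-0 in *gnom184* with L196, L339, L469 and RMF27 (by 0.62, 0.84, 0.41 and 0.52). It was also higher in *nph4-1* with RCL115 (by 0.12) and lower in every other pair. The 8 strains with an ethylene operon in Dataset S4 had a mean log2 fold change of 1.48 ± 0.611 in Col-0 and the 8 strains without had 1.74 ± 1.07 (SD over strains), a difference of -0.25 that is smaller than the spread between strains (two-sided exact permutation test, p = 0.588). Without RMF27, which has no such operon, the difference was 0.05 (exact permutation test, p = 0.895).

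**Figure D2:**
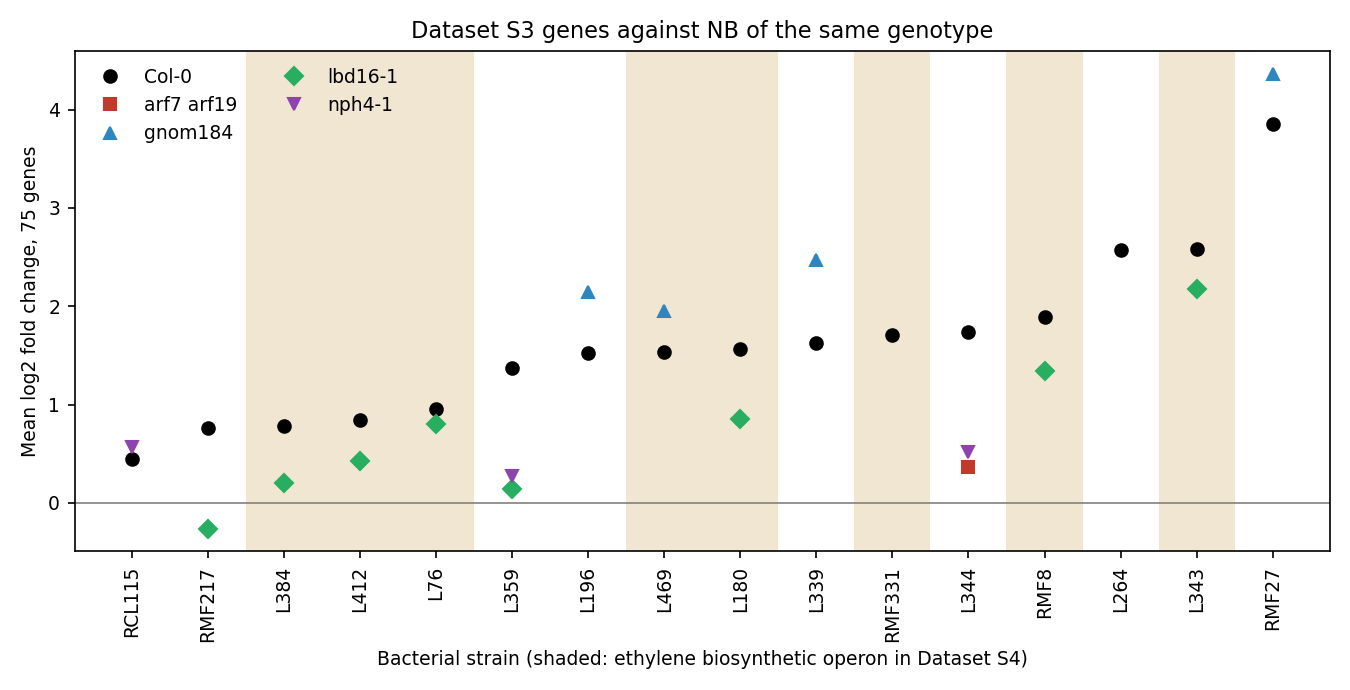
Mean log2 fold change of the 75 tested Dataset S3 genes against NB of the same genotype (vertical axis) for each of the 16 strains (horizontal axis); each point is 1 genotype, and shading marks the strains with an ethylene operon. Shaded and unshaded strains cover overlapping ranges, and the points of RMF27 are the highest, 3.85 in Col-0, where the genes were chosen by their highest response, and 4.37 in *gnom184*.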

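Among the transcription factors of Fig. 4E, *RSL4* rose in Col-0 with RMF27 from 6.56 ± 1.76 to 34.1 ± 2.66 CPM (SD, n = 6 each), a log2 fold change of 2.39 (standard error 0.14, adjusted p = 2.5e-37 from edgeR), and in *gnom184* from 3.47 ± 1.63 to 36.6 ± 5.26 CPM, a log2 fold change of 3.43. One of the *gnom184* NB libraries lay apart from the other 5 for *RSL4*, at 6.74 CPM. In *gnom184*, *EIL2* rose from 0.137 ± 0.126 to 7.93 ± 1.88 CPM, a log2 fold change of 5.85. Averaged over the 16 Col-0 contrasts, the log2 fold change was 2.14 for *EIL2*, 0.81 for *RSL4*, 0.32 for *MYB50* and -0.02 for *WOX11*. *WOX11* was called higher only with RMF27 among the Col-0 contrasts (log2 fold change 0.84, adjusted p = 0.00665). *ETO3* rose with RMF27 from 0.178 ± 0.273 to 6.15 ± 1.36 CPM in Col-0, a log2 fold change of 5.02 (standard error 0.53, adjusted p = 5.9e-16), with 1 NB library apart at 0.730 CPM, and was called in 1 of 16 Col-0 and 4 of 16 mutant contrasts. *XTH26*, among the largest listed values of Dataset S3, rose from 1.07 ± 0.766 to 70.0 ± 9.45 CPM and was called in 14 of 16 Col-0 and 11 of 16 mutant contrasts. Genes of the ethylene signaling pathway itself changed less with RMF27 in Col-0: the log2 fold change was 0.50 for *EIL1* (adjusted p = 2.4e-20), 0.25 for *EIN2* (adjusted p = 0.0317), 0.17 for *CTR1* (adjusted p = 0.00719), 0.09 for *EIN3* (adjusted p = 0.155) and 0.06 for *ETR1* (adjusted p = 0.41). On the 12 libraries of the contrast alone, the calls of *EIN2* (adjusted p = 0.131) and *CTR1* (adjusted p = 0.141) were lost, as was that of *EIN2* without NB library 1 or 2 and that of *CTR1* without NB library 2, and *ETR1* changed sign without NB library 2. The paper starts from an overrepresentation of ethylene genes and transcription factors in its selection, not reached by auxin, cytokinin or flg22 genes. It adds the induction of its ethylene gene set in wild-type plants and mutants, by strains with and without known ethylene operons. Part of that set was also coexpressed with genes of root function. From these results it proposes that an alternative pathway through root ethylene responses might act on stages of lateral root formation. It then tested this with ethylene mutants.

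**Figure D3:**
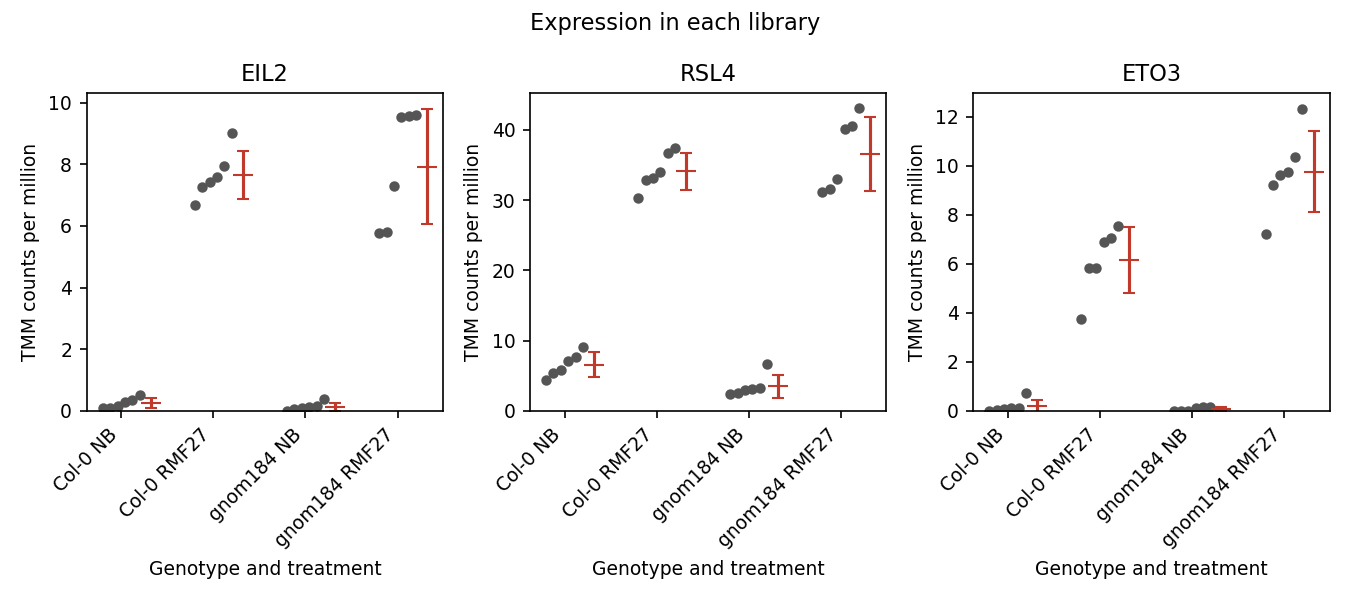
TMM-scaled CPM (vertical axes) of *EIL2*, *RSL4* and *ETO3* in each of the 6 libraries of Col-0 NB, Col-0 RMF27, *gnom184* NB and *gnom184* RMF27; dots are libraries, and the red marks are the mean ± SD. In each of these genotypes, every RMF27 library lies above every NB library for each of the 3 genes.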

We noticed that half of these genes are coexpressed with genes important for root function (*SI Appendix*, Fig. S8*D*). Thus, we hypothesized that an alternative pathway, involving the induction of ethylene responses in the root, might control stages of lateral root development in response to the plant microbiota.

To validate this hypothesis, we exposed wild-type and mutant plants related to ethylene signaling to seven bacterial isolates that spanned all different transcriptional profiles detected in the RNAseq experiments with or without an effect on lateral root density (Fig. 4*A*). We observed that the ethylene-insensitive mutants *ein3 eil1, ein2, and etr1* (34) significantly reduced the lateral root density in response to the selected bacteria as compared to wild-type plants (Fig. 5 *A* and *B* and *SI Appendix*, Fig. S9*A*), despite having a similar level of bacterial colonization (*SI Appendix*, Fig. S9*B*). These results indicate that an intact ethylene signaling pathway is necessary for microbiota-induced lateral root development.

**Fig. 5.**
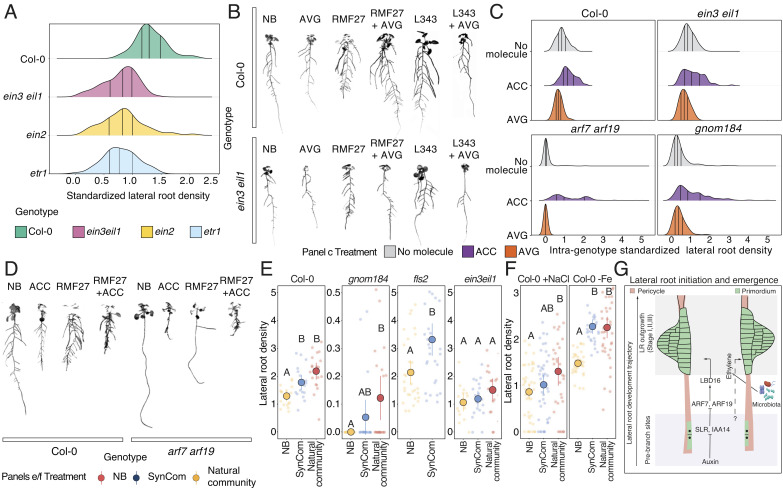
Plant microbiota controls some stages of lateral root development thorough the induction of ethylene response in the plant. (*A*) Distribution of the bacterial magnitude effect on lateral root density in wild-type plants Col-0 and the ethylene mutants *ein3 eil1*, *ein2*, and *etr1* colonized with individual bacterial strains. We used two independent biological replicates per condition with 10 plants each, and we repeated this experiment twice. (*B*) Exemplary images showing the effect of the ethylene inhibitor AVG on lateral root density in wild-type plants and ethylene mutant *ein3 eil1* colonized or not with bacterial isolates. (*C*) Distribution of the bacterial magnitude effect on lateral root density in wild-type plants Col-0, the ethylene mutants *ein3 eil1*, and the lateral root mutants *arf7 arf19* and *gnom184* colonized only with individual bacterial strains (no molecule) or treated with the ethylene precursor ACC or with the ethylene biosynthesis inhibitor AVG. Within each genotype, we standardized the bacterial effects across treatments to visualize the effect of ACC and AVG. We used two independent biological replicates per condition with 10 plants each. (*D*) The images show examples of wild-type plants and the lateral root mutant *arf7 arf19* grown under axenic conditions and treated or not with the ethylene precursor ACC or colonized by the bacterium RMF27 and treated or not with ACC. (*E*) Pointrange plot showing the lateral root density in wild-type Col-0 plants, the lateral root mutant *gnom184*, the PAMP receptor mutant *fls2*, and the ethylene mutants *ein3 eil1* in response to a bacterial synthetic community (SynCom) or a natural community isolated from a natural soil. Colors represent different treatments. Significance was determined via linear modeling, letters represent the compact letter display of a Tukey post hoc test. We used two independent biological replicates per condition with 10 plants each. This experiment was repeated twice. (*F*) Pointrange plot showing the lateral root density in wild type Col-0 plants grown in full nutrient medium supplemented with 100 mM NaCl, or without Fe and colonized or not (NB) with a bacterial synthetic community or a natural community isolated from a natural soil. Colors represent different treatments. Significance was determined via linear modeling, letters represent the compact letter display of a Tukey post hoc test. We used two independent biological replicates per condition with 10 plants each. This experiment was repeated twice. (*G*) Proposed model of the mechanism used by the microbiota to regulate lateral root development.

Under axenic conditions, changes in ethylene signaling can disturb auxin homeostasis via inhibition of auxin biosynthesis (35). To evaluate the global effect of ethylene signaling controlling lateral root development independently of auxin biosynthesis we treated wild-type and double-mutant *ein3 eil1* plants with the auxin biosynthesis inhibitor L-Kyn. As expected, wild-type plants under axenic conditions, reduced the lateral root density upon treatment with L-Kyn. On the contrary, we noticed that the reduction in lateral root number in the *ein3 eil1* mutant was not further increased when we treated the mutant with the auxin biosynthesis inhibitor L-Kyn (*SI Appendix*, Fig. S9*C*) confirming that both ethylene signaling and auxin biosynthesis are compromised in this mutant. When the microbiota was present, wild-type plants, with intact ethylene signaling, did not reduce the lateral root density in response to L-Kyn. Nevertheless, the double-ethylene mutant *ein3 eil1* with or without L-Kyn showed a significant reduction in lateral root density as compared with wild-type plants. Therefore, these results strongly suggest that ethylene signaling and not auxin biosynthesis is necessary to respond to the microbiota effect on lateral root emergence.

Next, using the ethylene sensor *EBS:GUS,* expressing the GUS reporter under the control of a synthetic *EIN-3*-responsive promoter (36), we demonstrated the bacterial capacity to increase the level of ethylene in the root (*SI Appendix*, Fig. S9*D*). We confirmed these results in the case of RMF27, that causes the more extreme lateral root phenotype, using direct chemical quantification (*SI Appendix*, Fig. S9*E* and Dataset S5). Furthermore, the ethylene precursor 1-aminocyclopropane-1-carboxylic acid (ACC) added externally together with the bacterial isolates increases lateral root density in the *ein3 eil1* mutant, and this effect is more evident in the wild-type and lateral root mutant *arf7 arf19* and to a lesser extent in *gnom184* (Fig. 5 *C* and *D* and *SI Appendix*, Fig. S9*F*). In contrast, wild-type, ethylene mutant *ein3 eil1*, and lateral roots mutants *arf7 arf19* and *gnom184* treated with the ethylene biosynthesis inhibitor aminoethoxyvinylglycine (AVG) (37) reduced the ability to produce more lateral roots when the microbiota is present (Fig. 5 *B* and *C* and *SI Appendix*, Fig. S9*F*). The negative effect of AVG on lateral root density was not further increased in wild-type plants inoculated with the bacterial isolates in the presence of both AVG and the auxin inhibitor L-Kyn (*SI Appendix*, Fig. S9*G*). We rule out that bacteria use ACC and AVG as carbon sources (*SI Appendix*, Fig. S9*H*) and that bacteria-derived volatile compounds cause the lateral root phenotypes (*SI Appendix*, Fig. S9*I*). Altogether, these results indicate that the direct induction of ethylene signaling in the root is linked to the production of lateral roots in response to members of the plant microbiota. This mechanism can be functionally independent of auxin signaling controlling lateral root formation upon initiation and auxin biosynthesis, aspects found to be required for the regulatory role of ethylene on lateral root development described in axenic plants (18). Thus, we considered this mechanism as a microbiota-driven regulatory branch of lateral root development. Reinforcing this, we observed the same effect in *Selaginella* treated with ACC or AVG alone or with the bacterial isolate RMF27 (*SI Appendix*, Fig. S9*J*).

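The 11 defense marker genes that Dataset S7 lists for real-time PCR (*PER5*, *MYB51*, *WRKY11*, *MYB72*, *MYB15*, *RBOHD*, *SARD1*, *PIP1*, *PIP2*, *EDS1* and *RPM1*) were tested as a set in the 32 RNA-seq contrasts with NB. In Col-0, fry called the set higher with L469 (mean log2 fold change 0.43, 9 of 11 genes higher, adjusted p = 0.0263) and lower with L343 (mean log2 fold change -0.28, 4 of 11 higher, adjusted p = 0.0263), and with RMF27 the adjusted p was 0.253. In the mutants it was called higher in 11 of 16 contrasts. Camera called 0 of the 32 contrasts, with an unadjusted p under 0.05 in 0 Col-0 and 5 mutant contrasts, where fry has 4 and 12. In 4 contrasts not called, RMF331 and RMF8 in Col-0, RMF27 in *gnom184* and L343 in *lbd16-1*, the mean, the median and the direction given by fry differed in sign. By fry, the set rose more in the mutant than in Col-0 in 7 of 16 pairs, and by camera in 0, with 4 at an unadjusted p under 0.05 by camera and 8 by fry. *RBOHD* fell with RMF27 from 156 ± 36.4 to 106 ± 15.4 CPM in Col-0 (SD, n = 6 each), a log2 fold change of -0.56 (standard error 0.08, adjusted p = 1.8e-09 from edgeR), with 1 NB library apart at 228 CPM, and was called lower in 13 of 16 Col-0 and 6 of 16 mutant contrasts. With RMF27 in Col-0, edgeR also called *WRKY11* lower (log2 fold change -0.36). It called *PER5* (1.51), *MYB72* (1.79), *MYB51* (0.85), *MYB15* (0.83) and *RPM1* (0.35) higher there, and *SARD1*, *PIP1*, *PIP2* and *EDS1* not. The call of *RPM1* was lost on the own groups of the contrast. The set tests look for a shared direction, in which such opposite changes can offset each other. Over all contrasts, *PER5* was called higher in 8 Col-0 and 11 mutant contrasts, *RPM1* in 9 and 12, and *SARD1* in 2 and 8. *PIP2* was called by edgeR in Col-0 contrasts only, lower in 6 of 16, and *EDS1* in mutant contrasts only, higher in 5 of 16.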

We noticed a negative correlation between the induction of defense genes and lateral root development in our RNAseq analysis (Fig. 4*A* and *SI Appendix*, Fig. S7 *D*–*F*). Thus, we asked whether the suppression of the plant immune system is required for the induction of lateral root formation by the microbiota. We evaluated the capacity of a set of seven bacterial isolates, able to produce different lateral root phenotypes, to induce the expression of 11 defense marker genes (38, 39) in wild-type plant roots and shoots using RT-PCR. We did not find significant differences in the expression of these genes in roots and shoots across the bacterial strains used (*SI Appendix*, Fig. S10*A*) nor did we find a correlation between gene expression levels and lateral root density (*SI Appendix*, Fig. S10*B*). This indicates that the ability to produce lateral roots is not strictly linked to changes in the activation of the plant immune system driven by bacterial colonization.

Furthermore, high levels of ethylene biosynthesis can be achieved during the PAMP-induced immune response via the Yang cycle (40). We quantified the lateral root density in the *mtk1* and *fls2* mutants important for the ethylene synthesis in the Yang cycle and PAMP perception, respectively, in response to bacterial isolates (40). We observed no significant differences in lateral root density between wild-type plants and both mutants in response to the presence of bacteria (*SI Appendix*, Fig. S10*C*). This suggests that the high level of ethylene production upon activation of the plant immune system might not be necessary for lateral root development in response to bacterial isolates.

### Microbiota Controls Lateral Root Development under Stress.

We studied whether microbial control of lateral root formation is present in plants colonized with more complex microbiota. We inoculated wild-type plants, lateral root mutant *gnom184*, the ethylene double-mutant *ein3 eil1,* and the PAMP receptor *fls2,* with both a 16-member bacterial synthetic community whose individual members can change root branching, and a microbiome extracted from a natural soil (6). Wild-type plants, *gnom184*, and *fls2* produced more lateral roots when inoculated with the synthetic and natural microbiota as compared to noninoculated plants (Fig. 5*E*). In contrast, the ethylene mutant *ein3 eil1* showed no significant differences in lateral root density in response to complex microbiota (Fig. 5*E*). Therefore, we recapitulated our previous observations indicating that the plant microbiota can control aspects of lateral root development via ethylene response induction in the root.

Finally, we tested whether the plant microbiota is able to regulate root branching under different abiotic stresses. We inoculated wild-type Col-0 plants with both synthetic and natural communities under high NaCl and low Fe, stresses that do not favor the development of lateral roots (41, 42). In all cases, inoculated plants produced more lateral roots as compared to the uninoculated plants (Fig. 5*F*). However, in the case of salt stress, the magnitude of lateral root changes found in response to both microbial communities relative to axenic conditions was significantly lower compared to plants grown with sufficient nutrients (*SI Appendix*, Fig. S10*D*), indicating that the lateral root developmental program can integrate not only the microbial effect but also environmental fluctuations. Therefore, the microbiota-enhancing effect on lateral root development increases root plasticity, which is necessary for plants to better adapt to natural ecosystems where abiotic stresses are frequent.

## Discussion

In terrestrial plants, the emergence of roots represents a decisive evolutionary event that facilitated the colonization of the terrestrial environment. This process has been assisted by the plant microbiota through a variety of coevolved mechanisms. For example, the effect of the bacterial genus *Variovorax* on the development of primary roots (7) and of the arbuscular mycorrhizal fungi on lateral root formation (8) have been described. Here, we have established that members of the plant microbiota largely control root architecture in vascular plants, inducing a myriad of modifications in root morphology, especially root branching, an effect that is conserved in basal land plants.

The effect of root microbiota on mineral nutrient accumulation has been previously associated with the microbial capacity to change the deposition of root diffusion barriers in the endodermis, a specialized root cell layer controlling nutrient and water uptake (6). We clarified here that the microbial effect on lateral root development is independent of the deposition of the root diffusion barrier suberin. Further, we provided evidence that the microbiota control on root branching is not directly link to mechanisms regulating lateral root development in response to nutrient availability (14).

We discovered that the microbiota can exert control over some stages of root branching through the induction of the phytohormone ethylene response in the root. This ethylene response induction, in the case of the commensal bacteria analyzed in this work, does not require activation of the plant immune system. These observations separate the mechanism of lateral root formation described here from other developmental responses in the plant associated with the activation of the plant immune system upon microbial detection (8, 39).

Furthermore, we provided evidence that this microbiota-driven mechanism influences the early stages of lateral root development, after the formation of the prebranch sites, increasing the number of primordia that develop into new lateral roots. Importantly, this positive microbial effect on lateral root formation can be functionally independent of the auxin network that controls lateral root developmental events upon initiation and auxin biosynthesis (Fig. 5*G*). These characteristics differentiate this microbiota-driven mechanism from the known ethylene-auxin crosstalk involved in lateral root development under axenic conditions (18). Therefore, we validated in plants colonized by microbes, previous indications found in axenic conditions, that lateral root development might involve other components that are independent of auxin signaling (15).

All these features, absent in mechanisms of lateral root development previously described (8, 14), position our microbiota-driven pathway as an independent branch in the endogenous regulatory system of lateral root development in plants. We theorize that although the activation of ethylene is sufficient to control the microbiota effect on lateral roots, auxin, nutrients, and the immune system may be influencing indirectly the microbiota-driven pathway, and these interactions among distinct regulatory branches contribute to the integration of environmental cues, both biotic and abiotic, into the endogenous developmental program to modulate lateral root plasticity.

Therefore, our discoveries expose a new alternative mechanism of root branching regulation, driven by the plant microbiota, which is of great relevance for root branching plasticity in natural ecosystems when microbes are omnipresent. Our findings significantly advance our knowledge on how plants integrate microbial function into mechanisms of root branching into a broad evolutionary context. The design of microbial-based strategies is of critical importance for the optimization of the shape of the root system to increase its capacity for water and mineral nutrients uptake, plant anchorage, and an optimal interaction with soil microbiota. Furthermore, our discovery could guide future microbial-based solutions to increase food production in eroded, nutrient-poor, and compacted soils, where plant performance relies on root function.

## Materials and Methods

Detailed descriptions of all utilized methods and data analysis workflows can be found in *SI Appendix*.

### Screen of Bacterial Isolates Based on Their Ability to Change Root Architecture.

For all bacterial isolates analyzed, bacterial strains were cultured axenically, washed using 10 mM MgCl_2_, and prepared at a final concentration of 10^5^ c.f.u/mL. The individual cultures (100 μL) were spread on the surface of square agar plates before transferring the seedlings. Then, 10 7-d-old seedlings were transferred to the agar plate inoculated with the individual isolates. After 7 d, we determined root architecture-related features.

### Determination of Root Architecture Parameters.

We quantified 21 features related to root architecture using the SmartRoot software (43).

### Identification of Auxin-Related Operons.

We used the literature-curated biosynthetic and degrading pathways described in Metacyc (44) to identify Clusters of Orthologous Genes and Kyoto Encyclopedia of Genes and Genomes orthology identifiers of key enzymes involved in the biosynthesis and degradation of auxin.

### Individual Bacterial Effects on *Selaginella* and Lateral Root Mutants.

Fresh-cut *Selaginella* explants of similar sizes lacking roots were transferred to each of the individual-strain inoculated plates (100 μL at 10^5^ c.f.u/mL). After 14 d, the number of bifurcation events was counted.

Seven-day-old *Arabidopsis* lateral root mutant (*iaa14 slr-1*, *arf7 arf19*, *nph4-1*, *lbd16-1, gnom184*, *gelpquint1*, and *gelp72*) seedlings were transferred to each of the individual-strain inoculated plates (100 μL at 10^5^ c.f.u/mL). After 7 d, the density of lateral roots was determined.

### Effect of Nutrient Deficiency on Lateral Root Development.

Seven-day-old seedlings of lateral root mutants (*arf7 arf19*, *nph4-1*, *lbd16-1, gnom184*) and Col-0 were transferred to agar plates containing 0.5X MS, 0.005X MS, and 0.0005X MS inoculated with 100 μL of 10 mM MgCl_2_. After 7 d, the concentration of mineral nutrients in plant shoots was determined using Inductively Coupled Plasma Mass Spectrometry (ICP-MS).

### Microbiota Effect on Lateral Root Formation.

The microbiota effect on lateral formation was studied in the lateral root primordia marker lines *pSKP2B::GUS* line (23) and *pLBD16:GFP* (24), the pre-branch site marker line *DR5:Luciferase* (15), and the auxin sensor *DII:VENUS* (25) grown on agar plates for 6 d.

To determine the effect of auxin signaling and transport on lateral root development in the presence of the microbiota, we transferred 7-d-old Col-0 and lateral root mutant seedlings to agar plates supplemented with 5 μM NPA (Sigma) or 1.5 μM L-Kyn (Sigma) and inoculated or not with the bacterial isolates. After 7 d, the lateral root density was determined.

### Mineral Nutrient Analysis.

The concentration of mineral nutrient analysis in plant shoots was determined using ICP-MS according to (6).

### In Vitro Auxin Synthesis and Degradation Assays.

For IAA synthesis, we used a modified method from (45). In each culture, IAA was determined using a modified version of the Salkowski method (46) by measuring the absorbance at 530 nm using a FLUOstar® Omega (BMG LABTECH).

For the IAA degradation assays, bacterial isolates were grown in M9 minimal salts medium (Sigma) supplemented with 2 mM MgS0_4_, 0.1 mM CaCl_2_, 10 μM FeSO_4_, and either 0.4 mM IAA or 15 mM succinate (Sigma) as carbon sources. IAA was determined as above.

### Lateral Root Primordia Quantification.

To visualize and quantify the number of lateral root primordia, 6-d-old seedlings roots were fixed, cleared, and quantified using a Leica 2 DM5000B fluorescence microscope at 40× magnification.

### Prebranch Sites Quantification.

For the visualization of *DR5:Luciferase* activity, plates containing 6-d-old *DR5: Luciferase* seedlings exposed or not to the different bacterial treatments were sprayed with 5 mM Beetle Luciferin (Promega) and then imaged for 4 min using a Lumazone CA Automated Chemiluminescence System (Roper Bioscience).

### Quantification of Changes in Auxin Signaling.

To determine whether the bacteria isolates change the auxin signaling in the root, we used the auxin sensor *DII:VENUS* (25). VENUS expression was visualized using a Leica SP8 confocal microscope, 40× objective.

### NPA and L-Kyn as Bacterial Carbon Sources.

We grew the bacterial isolates in M9 minimal salts medium (Sigma) supplemented with 2 mM MgS0_4_, 0.1 mM CaCl_2_, 10 μM FeSO_4_, and either 50 μM NPA or 15 μM L-Kyn, or 15 mM succinate (Sigma) as carbon sources for 2 d at 28 °C with agitation (250 rpm). In all cases, the bacterial growth was monitored by measuring the optical density (OD) at 600 nm using a FLUOstar® Omega (BMG LABTECH).

### Experiments to Define the Molecular Mechanism Coordinating Plant Microbiota and Root Branching.

Seven-day-old Col-0, lateral root mutants (*arf7 arf19*, *nph4-1*, *lbd16-1*, and *gnom184*), ethylene mutants (*ein3 eil1, ein2, etr1, ctr1*, *eto3, and mtk1*), and defense mutant *fls2* seedlings were transferred to 0.5X MS agar plates inoculated with the individual isolates alone or plates supplemented with 5 μM NPA or 1.5 μM L-Kyn, or 10 μM of the ethylene precursor 1-aminocyclopropane-1-carboxylate (ACC), or 2 μM of the ethylene biosynthesis inhibitor AVG (37) or plates inoculated with bacterial strains together with one or two of the chemicals described. After 7 d, we quantified the lateral root density.

### ACC Quantification.

ACC was extracted and quantified according to Bulens et al. (47) using gas chromatography (Shimadzu GC2014).

### Ethylene Response in *Selaginella*.

Fresh-cut *Selaginella* explants of similar sizes, lacking roots, were transferred to agar plates with 0.5× MS inoculated with RMF27 or to plates supplemented with 10 μM ACC, or 2 μM AVG or combinations of them. After 14 d, the number of bifurcation events was quantified.

### RNA Extraction.

In all cases, RNA was extracted from plant roots and shoots following Logemann et al. (48).

### Real-Time PCR Analysis.

For RT-PCR analysis, all RNA samples were first DNase treated with DNAse I (Thermo Scientific). cDNA synthesis was performed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) according to the manufacturer’s recommendations. Gene expression was determined using the SensiMix™ SYBR® Hi-ROX Kit (Bioline).

### Plant RNA Sequencing.

RNA libraries were prepared according to (6). Each library pool was sequenced on three lanes on an MGI Tech MGISEQ-2000 sequencing platform at Beijing Genomics Institute, Shenzhen, China.

### Bacterial Colonization Analysis.

To reisolate and quantify bacteria strains across the different treatments, we used the colony-forming unit (c.f.u) method according to (6).

### ACC and AVG as Bacterial Carbon Sources.

We grew the bacterial isolates in M9 minimal salts medium (Sigma) supplemented with 2 mM MgS0_4_, 0.1 mM CaCl_2_, 10 μM FeSO_4_, and either 100 μM ACC or 20 μM AVG, or 15 mM succinate (Sigma) as carbon sources. All cultures were grown for 2 d at 28 °C with agitation (250 rpm). In all cases, the bacterial growth was monitored by measuring the OD at 600 nm using a FLUOstar® Omega (BMG LABTECH).

### Split Root Experiments.

To determine the effect of the volatile compounds produced by the bacteria isolates on lateral root formation, we performed split root assays. For each bacterium, we designed four treatments: (plant + no bacteria) vs. (no plant + no bacteria); (plant + bacteria) vs. (no plant + bacteria); (plant + bacteria) vs. (no plant + no bacteria); and (plant + no bacteria) vs. (no plant + bacteria). We determined the primary root length and the number of secondary roots across all conditions from images taken using a linear robot camera.

### Natural Microbiota Isolation from Soil.

Soil natural microbial populations were isolated from a natural soil from Sutton-Bonington Campus (University of Nottingham, UK; +52° 49′ 59.75″N, −1° 14′ 56.62″W) according to (6).

### Bacterial Synthetic Community Preparation.

The bacterial synthetic community was designed using 16 bacterial strains that cover the diversity of the bacterial effect on lateral root development. Bacterial isolates were grown, cleaned, and mixed according to (6).

### Abiotic Stresses.

To impose the stresses to the plants, the composition of the 0.5× MS medium was amended according to (6).

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

Dataset S03 (XLSX) Click here for additional data file.

Dataset S04 (XLSX) Click here for additional data file.

Dataset S05 (XLSX) Click here for additional data file.

Dataset S06 (XLSX) Click here for additional data file.

Dataset S07 (XLSX) Click here for additional data file.

## Data Availability

RNA-Seq raw sequence data are available at the NCBI Gene Expression Omnibus under accession no. GSE210742. All data and code needed to reproduce all analyses can be found at https://github.com/isaisg/rootbranchingmicro. Previously published data were used for this work (Part of the data used to generated the *SI Appendix*, Fig S4*E* was previously published in ref. 6).

# Supplementary material for: Plant microbiota controls an alternative root branching regulatory mechanism in plants
**Source:** Proc Natl Acad Sci U S A. 2023 Apr 3;120(15):e2301054120. doi: 10.1073/pnas.2301054120
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Plant microbiota controls an alternative root branching regulatory mechanism in plants

Mathieu Gonin<sup>a,1</sup>, Isai Salas-González<sup>b,1</sup>, David Gopaulchan<sup>a</sup>, Juan P. Frene<sup>a,c</sup>, Stijn Roden<sup>d</sup>, Bram Van de Poel<sup>d,e</sup>, David E. Salt<sup>a,c</sup>, and Gabriel Castrillo<sup>a,c,2</sup>.

<sup>1</sup>M.G. and I.S.-G. contributed equally to this work.

#### This PDF file includes:

- Figures S1 to S10
- Dataset S1 to S7
- Detailed Material and Methods
- Data availability
- SI References

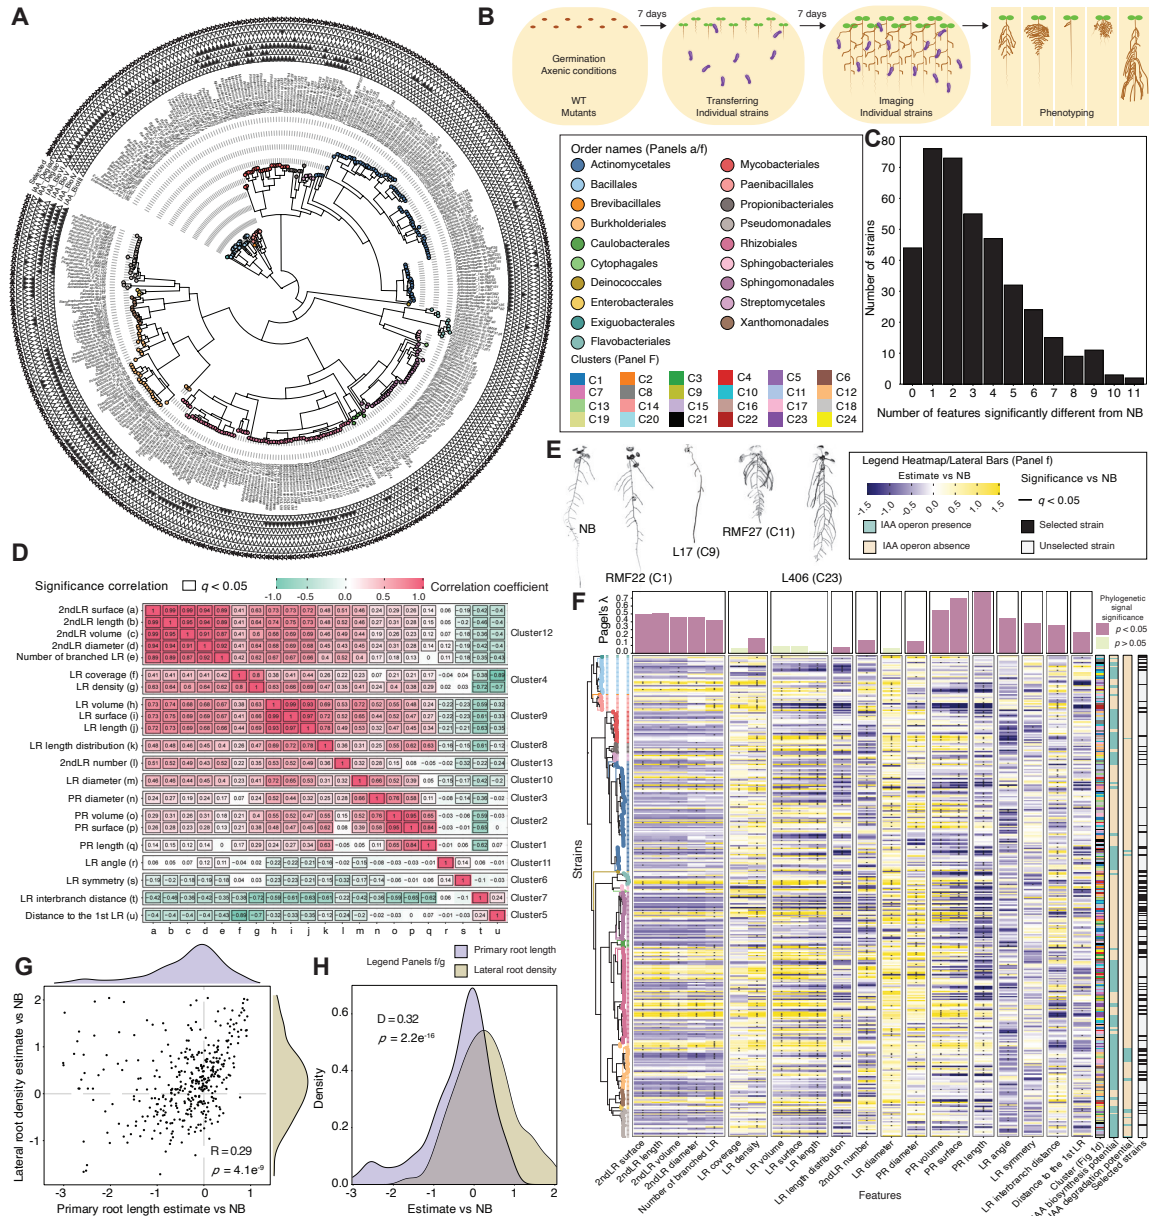

**SI Appendix, Fig. S1. Individual bacterial isolates change root architecture. (A).** Phylogenetic tree built using the genome of 373 bacterial strains available for the 391 isolates belonging to the bacterial collection used in this work. Tree has the tips colored according to the bacterial taxonomic class. From the inside to the outside, different rings represent the presence of known auxin biosynthetic operons (IAA\_BioIII, IAA\_BioIV, IAA\_BioV, IAA\_BioVI), auxin degrading operons (IAA\_DegIac, IAA\_DegIad) in the bacterial genomes, and the bacterial isolates that were selected (selected) for further experiments. **(B).** Scheme of the experimental pipeline used to determine the effect of individual bacterial strains on the root architecture features quantified in this work. See material and methods section for details about the protocol used. **(C).** Bar graph showing the number of bacterial isolates, out of the 391 analyzed, able to significantly modify one or multiple root architecture features. **(D).** Heatmap showing the Pearson's correlation coefficient between the different root architecture features quantified in response to the individual bacterial isolates collection. For each pairwise comparison between features, the correlation coefficient is shown. Features have been hierarchically clustered according

to the correlation coefficient. Significant correlations ( $q$ -value  $< 0.05$ ) are outlined in black. Notice that some features are highly correlated indicating certain level of redundancy among the root parameters analyzed. See materials and methods section for the root architecture features definition. **(E)**. Exemplary images of changes in plant root architecture induced by individual members of the plant microbiota. The plants have been exposed to different bacteria, whose names appear at the *Top* of the figure, for seven days or grown under axenic conditions (NB). The number of the cluster, defined in Fig. 1D, to which each bacterium belongs is in parentheses. **(F)**. Heatmap showing the bacterial strains' estimated effect on individual root architecture features with respect to the no bacteria control. Significantly different values from the no bacteria control are highlighted with a small horizontal line. Rows (Strain) of the heatmap are sorted according to the bacterial collection's phylogeny, as indicated by the tree on the *Left*. Columns (root features) are sorted based on the hierarchical clustering analysis using all vs all pairwise correlation comparison presented on panel **D**. Bar graph on the *Top* of the panel shows the  $\lambda$ -values from Pagel's  $\lambda$  test for phylogenetic signal. Significant ( $p < 0.05$ ) or not ( $p > 0.05$ )  $\lambda$ -values are colored in pink and grey, respectively. Colors on the vertical bars on the *Right* of the panel, from *Left* to the *Right*, represent the clusters from Fig. 1D, the presence of known auxin (IAA) biosynthetic operons, IAA degrading operons, and the bacterial strains selected (selected) for further experiments, respectively. **(G)**. Scatterplot showing the correlation between the estimated effects induced by the bacterial collection over the lateral root density and the primary root. Each dot in the scatterplot represents the effect of a bacterial strain. 

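Dataset S2 gives, for the strains of the screen, average values of primary root length and lateral root density, and these averages were used here in place of the estimated effects against NB. Over 391 strains, Pearson's r was 0.304 and Spearman's rho 0.372 (two-sided permutation tests with 100000 resamples, p = 1e-05 each, the smallest they can give, and 4e-05 after adjustment over 4 relations). Without the 2 strains farthest from the median root length, r was 0.317, and on log10 values it was 0.280. Batches of the screen are not separated in these averages.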

The inter-feature Pearson's correlation coefficient  $R$  and its associated  $p$ -value are shown in the figure. At the *Top* of each axis are shown the corresponding data distribution. **(H)**. Distribution of the bacterial magnitude effects on primary root length and lateral root density. The graph shows the calculated effect sizes distribution for all bacterial isolates versus no-bacteria control across the two features analyzed. The result of a Kolmogorov-Smirnov test ( $D$ ) and its associated  $p$ -value used to determine the difference between distributions are shown. For this experiment we used at least two independent biological replicates per bacterial condition with 10 plants each.

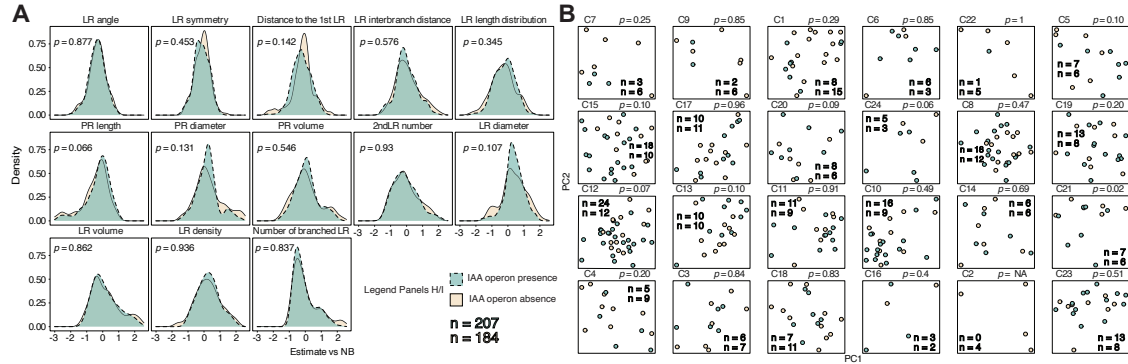

**SI Appendix, Fig. S2. Members of the plant microbiota might modify root development independently of their ability to change root auxin homeostasis. (A).** Distribution of the bacterial magnitude effects on individual root architecture features. The graphs show the calculated effect size (estimates) distribution for the set of bacteria bearing known auxin-related operons (IAA operon presence) or not (IAA operon absence) versus no-bacteria control across individual root features. The difference ( $p$ -value) between the distributions was calculated with a Kolmogorov-Smirnov test. The total number of strains with or without IAA operons are shown **(B)**. Scatterplots showing, for each cluster of strains (Fig. 1D), the projection of a Principal component analysis (PCA) utilizing the root architecture features within cluster. Dots in the projection represent individual strains that are colored based on the presence of auxin-related operons within its genome. For each cluster, differences between the two groups of strains (IAA operon presence and IAA operon absence) were estimated via PERMANOVA. The PERMANOVA  $p$ -value and the number of the strain cluster (C) from Fig. 1D are shown on the *Top* of each panel. In all cases, the total number of strains analyzed with or without IAA operons is shown.

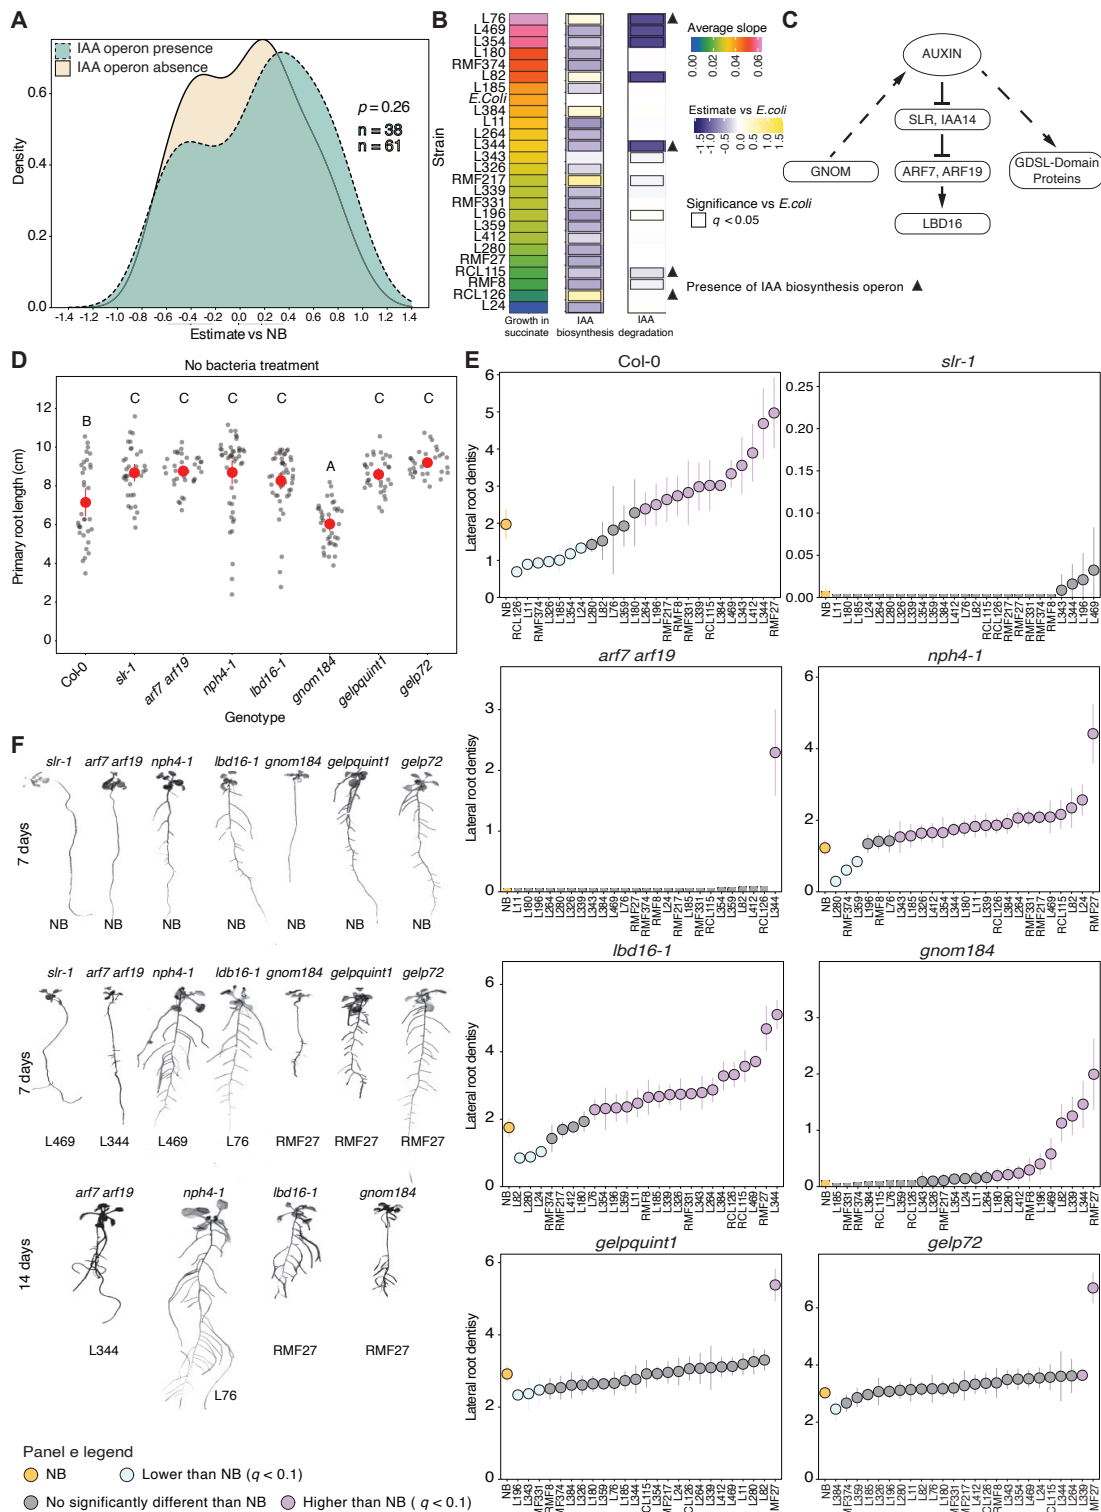

**SI Appendix, Fig. S3. The microbiota effect on some stages of lateral root development can be auxin independent. (A).** Distribution of the bacterial magnitude effect on *Selaginella moellendorffii* (*Selaginella*) root bifurcation. The graphs show the calculated effect sizes (estimates) distribution for the set of bacteria bearing known auxin-

related operons (IAA operon presence) or not (IAA operon absence) versus no-bacteria control in *Selaginella* root bifurcation. The difference ( $p$ -value) between the distributions was calculated with a Kolmogorov-Smirnov test. The number of strains with or without known IAA operons are shown. **(B)**. In vitro synthesis and degradation of IAA by the bacterial strains used. From *Left* to the *Right*, the heatmap shows the slope of the exponential phase of the growth curves of different bacterial isolates grown in M9 minimal salts medium supplemented with succinate (growth in succinate), the estimate values of IAA concentrations relative to those found for *Escherichia coli* used as a control (IAA biosynthesis), and the estimate values of IAA concentrations relative to those found for *Escherichia coli* (IAA degradation). In the figure, the triangle denotes presence of IAA biosynthesis operon in the bacterial genome. For this experiment we used three independent biological replicates and the experiment was repeated three times. **(C)**. Reduced diagram of lateral root development regulation in *Arabidopsis thaliana*. Dashed lines indicate undetermined direct relationships. Auxin controlled regulatory modules are successively activated during lateral root formation. SLR/IAA14–ARF7–ARF19 module controls the starting process in lateral root founder cells. The LBD16, a transcription factor, regulates cell cycle genes important for the formation of the lateral root primordia (1). GNOM controls the balance between esterified and de-esterified pectin, a cell wall component, required for a proper initiation of lateral root primordia (2). Auxin-induced GDSL-motif containing enzymes (for example GELP72) regulate suberin deposition involved in lateral root emergence (3). **(D)**. The graph shows the primary root length of wild-type Col-0 plants and the lateral root mutants *iaa14 slr-1*, *arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184*, *gelpquint1*, and *gelp72* after seven days of colonization with different bacterial isolates. Notice that, in general, under full nutrient conditions, the length of the primary root in the mutant genotypes used is greater than in wild-type plants. **(E)**. Analysis of lateral root density in wild-type plants Col-0 and lateral root mutants *iaa14 slr-1*, *arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184*, *gelpquint1*, and *gelp72*, after seven days of colonization with different bacterial isolates that change lateral root development. The name of the plant genotype is on the top of each graph. In yellow is the no bacteria (NB) control in each case. This data was used to generate Fig. 2C. For this experiment we used two independent replicates per bacteria and genotype condition with 10 plants each. **(F)**. Exemplary images of wild-type Col-0 plants and lateral root mutants *iaa14 slr-1*, *arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184*, *gelpquint1*, and *gelp72* grown in axenic MS plates (No bacteria (NB)) or MS plates inoculated with bacterial isolates that induce changes in lateral root density. To make the bacterial effect on lateral root formation clear, some mutants were imaged at 7 d and others at 14 d after inoculation with the bacteria.

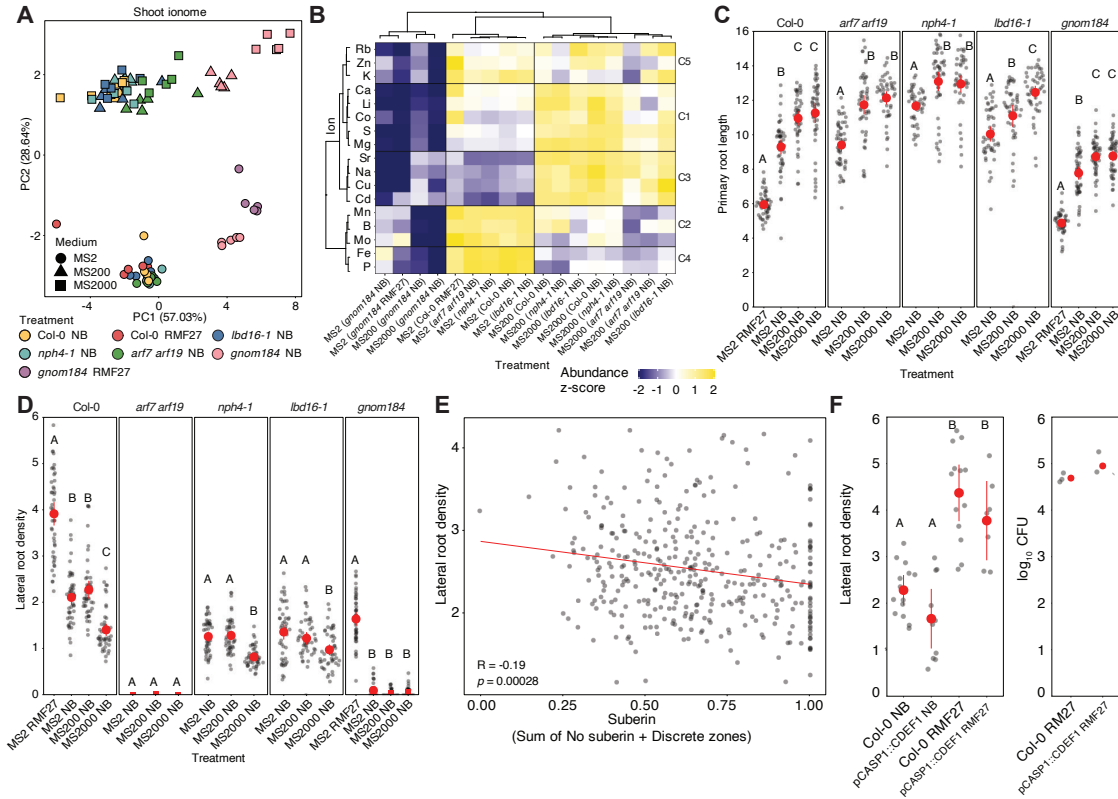

**SI Appendix, Fig. S4. The root microbiota controls lateral root development independently of the nutritional homeostatic mechanisms of the plant. (A).** Principal component analysis (PCA) of mineral nutrient composition showing the mineral nutrient concentration projection of wild-type plants and lateral root mutants *arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184* grown on axenic agar plates containing 0.5x MS (MS2), 0.005x MS (MS200), and 0.0005x MS (MS2000) solidified with 1% agar. As a control we analyzed the mineral nutrient concentration of wild-type plants and the mutant *gnom184* inoculated with the bacterium RMF27 that cause the highest lateral root density. In the scatterplot, each color represents a treatment and the geometrical shapes the MS medium dilution. **(B).** Heatmap showing the mineral nutrient concentrations in shoots of wild-type plants and lateral root mutants *arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184* grown on axenic agar plates containing 0.5x MS (MS2), 0.005x MS (MS200), and 0.0005x MS (MS2000) solidified with 1% agar. As a control we analyzed the mineral nutrient concentrations in wild-type plants and in the mutant *gnom184* inoculated with the bacterium RMF27. The values were clustered according to the treatments and mineral nutrient concentration. Note that the level of mineral nutrient concentrations in wild-type and the mutants grown under axenic low nutrient conditions are similar or lower than the wild-type and mutant plants inoculated with RMF27. **(C).** Pointrange plots showing the primary root length and **(D).** lateral root density in wild-type plants and lateral roots mutants *arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184* grown on axenic agar plates containing 0.5x MS (MS2), 0.005x MS (MS200), and 0.0005x MS (MS2000) solidified with 1% agar. As a control we analyzed the lateral root density of wild-type plants and the mutant *gnom184* inoculated with RMF27. Note that low nutrient concentration (Panel A and B) did not activate lateral root formation in wild-type and mutants grown under axenic conditions to levels found in plants inoculated with bacteria. For this experiment we used five independent biological replicates. **(E).** Pearson correlation analysis between lateral root density from Fig. 1 and the distance from the root

tip to the continuous zone of suberization in the root extracted from (4) in plants exposed to a collection of 391 individual bacterial isolates. The correlation coefficient  $R$  and its  $p$ -value are shown. **(F).** *(Left)* Pointrange plots showing the lateral root density in wild-type plants and the line *pCASP1::CDEF1* that expresses the cuticle destructing factor1 that degrades suberin (5) grown in axenic conditions (NB) or exposed to the bacterium RMF27 that caused the highest lateral root density phenotype. *(Right)* The colonization capacity of RMF27 was determined in roots of wild-type plants and the *pCASP1::CDEF1* line using log-transformed-colony forming units. The red dots represent the average value of the samples. Note that less endodermal suberization does not affect the high lateral density induced by the bacterium RMF27. We used two independent biological replicates with 10 plants each.

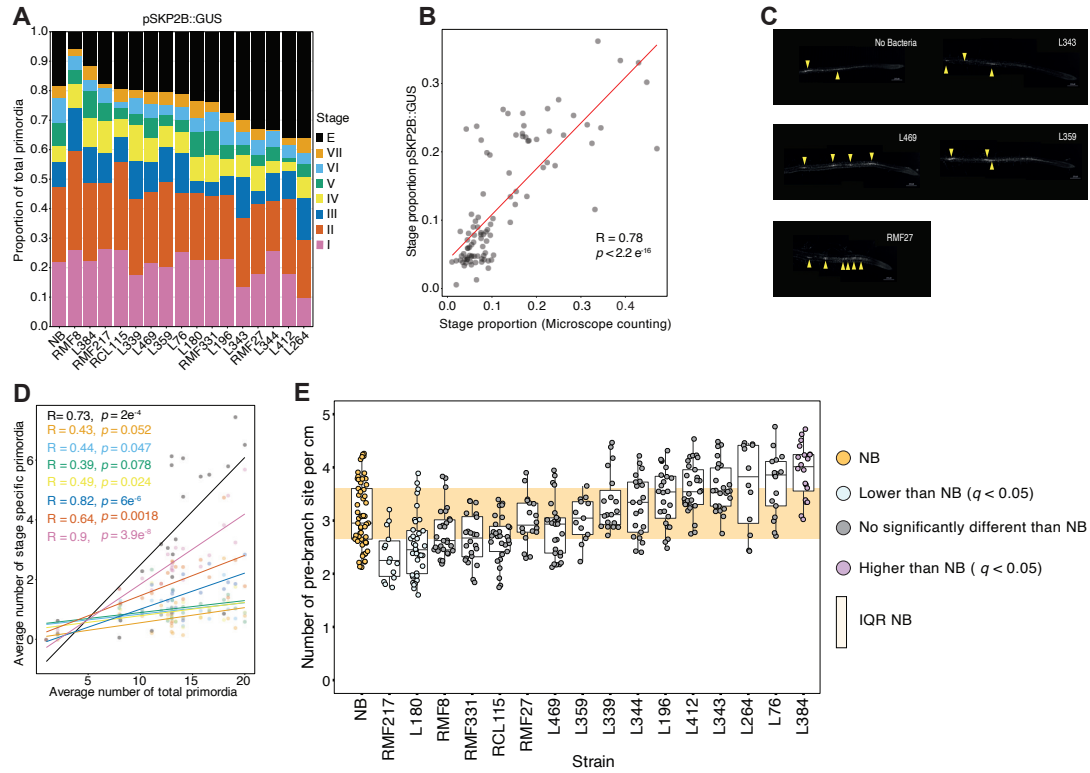

**SI Appendix, Fig. S5. Following the formation of pre-branch sites, the root microbiota increases the number of early-stage primordia capable of developing into a lateral root. (A).** Stacked bar charts showing the proportion of lateral root primordia in the different developmental stages counted using the *pSKP2B::GUS* line (6), a reporter line for lateral root primordia formation, inoculated with a collection of bacterial isolates. Different colors in the chart represent the different lateral root primordia stages (I, II, III, IV, V, VI, VII, and emerged (E)) (1). For this experiment we used 10 plants per bacterial condition. **(B).** Scatterplot showing the Pearson correlation analysis between the number of primordia counted directly from the wild-type plants (primordia counting microscope) and the primordia number determined using the *pSKP2B::GUS* line (6). The correlation coefficient  $R$  and its  $p$ -value are shown. **(C).** Exemplary images of lateral root primordia detected using the reporter line *pLBD16::GFP* (7), a marker for lateral root primordia, grown in axenic MS plates (No bacteria) or MS plates inoculated with different bacterial isolates. Arrows point to the lateral root primordium in the root. **(D).** Scatterplot showing the Pearson correlation analysis between the total number of primordia per root and the number of primordia at different stages from Fig. 3A. The correlation coefficient  $R$  and its  $p$ -value are shown in each case. Different colors denote different primordia developmental stages. **(E).** Boxplots showing the density of pre-branch sites in roots of *DR5::Luciferase* seedlings exposed to 16 different bacterial isolates (Strain). In the graph, no bacteria (NB) treatment is colored in orange and the horizontal shading is the interquartile range (IQR) of pre-branch density in plants grown under axenic conditions. Values colored in purple and blue are significantly higher or lower from the no bacteria (NB) control (Kruskal-Wallis test,  $q < 0.05$ ), respectively. Values colored in grey are no significantly different from the no bacteria (NB) control. We used two independent biological replicates per bacterial condition with 10 plants each.

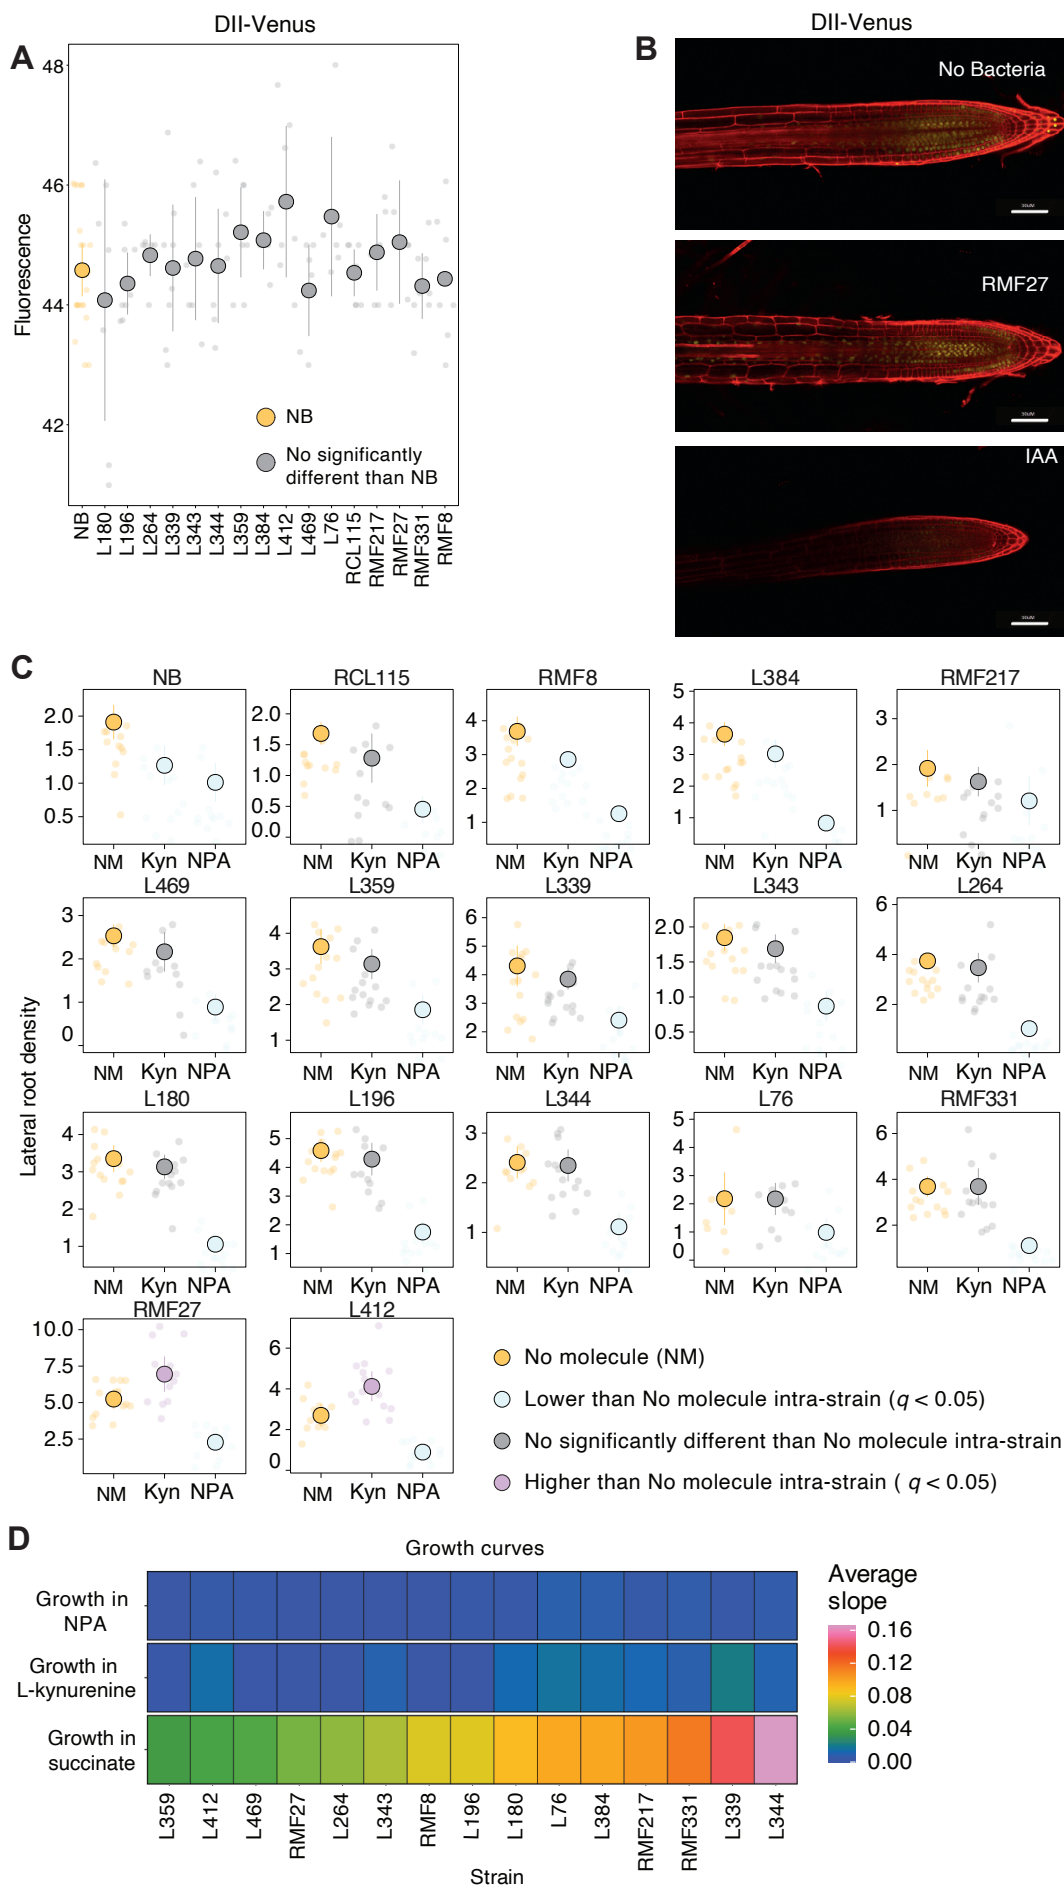

**SI Appendix, Fig. S6. Once the pre-branch sites have been formed, the root microbiota can control lateral root primordia progression via a mechanism that can be independent of auxin biosynthesis. (A).** The graph shows the fluorescence quantification in the root tip of *DII:VENUS* plants, an auxin sensor, inoculated with different bacterial isolates capable of inducing changes in the density of lateral roots. In the *DII:VENUS* line, the intensity of the fluorescence is inversely proportional to the concentration of auxin in the root. Note that the bacterial isolates used did not significantly alter the auxin levels in the root. For this experiment we used two independent replicates per bacteria condition with at least 5 plants each. **(B).** Exemplary pictures of the fluorescence found in the *DII:VENUS* sensor grown in axenic MS plates (No bacteria), MS plates supplemented with 100 nM IAA (Indole-3-acetic acid), or in the presence of the bacterium RMF27 that induced the higher lateral root density. **(C).** Analysis of lateral root density in wild-type plants inoculated with different bacterial isolates alone (no molecule) or together with L-kynurenine (Kyn) or N-1-naphthylphthalamic acid (NPA), an auxin biosynthesis and auxin polar transport inhibitors, respectively. As a control we used wild-type plants grown axenically (NB) and treated or not (no molecule, NM) with L-kynurenine (Kyn) or N-1-naphthylphthalamic acid (NPA). We evaluated the molecule treatment effect for each strain independently (Colors within boxes). The name of the bacterial treatment used is on *Top* of each graph. See also Fig. 3B. Notice that lateral root density in plant colonized by bacteria is robust to L-kynurenine treatment but not to NPA, indicating that the root microbiota controls lateral root development through a mechanism that can be independent of auxin biosynthesis. For this experiment we used two independent biological replicates with 10 plants each. **(D).** The heatmap shows the slope of the exponential phase of the growth curves of different bacterial isolates grown in M9 minimal salts medium (Sigma) supplemented with either succinate, or the auxin inhibitors L-kynurenine, or NPA as carbon sources. For this experiment we used three independent biological replicates.

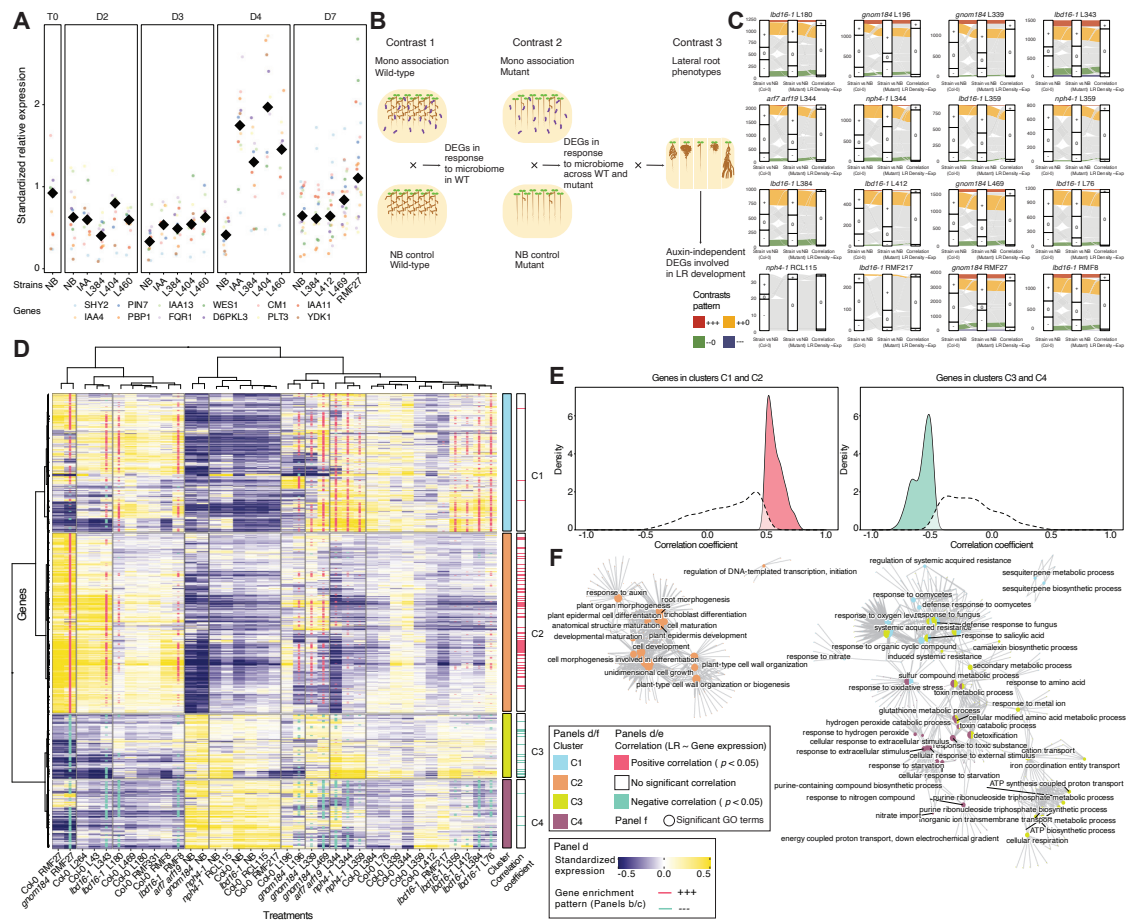

**SI Appendix, Fig. S7. A hierarchical gene filtering strategy on RNA sequencing identified the induction of an ethylene response during lateral root formation in plant colonized by microbes. (A).** The graph shows the results of a real-time PCR analysis of the expression of auxin reporter genes, extracted from the literature (2, 8–12) in roots of Col-0 wild-type plants exposed to different bacterial isolates. For the analysis, plants were germinated under axenic conditions for a week and then transferred to MS agar plates inoculated with different bacterial strains or to agar plates supplemented with 100 nM auxin (IAA) that we used as a control. Samples were collected at different days (D) post-transferring from the starting point to day 7. Black diamonds in the figure represent the average of the standardized relative expression of the auxin reporter genes in a given treatment and time point. Colors represent different genes analyzed. **(B).** Schematic representation of the hierarchical gene filtering strategy used to identify differentially expressed genes involved in lateral root regulation in plants colonized by microbes. Differentially expressed genes (DEGs) in roots of Col-0 wild-type plants grown under axenic conditions were compared to those found in plants exposed to individual bacteria (Contrast 1). In each case, the resulting selection was then filtered by comparing them with those DEGs found to be significantly expressed in lateral root mutants colonized by individual bacteria (Contrast 2). Finally, the resulting gene selection was correlated with the lateral root phenotypes the bacteria produced to identify a set of genes the expression of which correlated with lateral root development (Contrast 3). **(C).** Alluvial diagrams showing changes in the number of DEGs after every step of the filtering process described in **B**. Individual diagrams represent the filtering process for the transcriptional response to individual bacterial isolates used. In the plots Y axis represent the number of DEGs and

the vertical bars denoted the filtering steps described in **B**. The name of the lateral root mutant used in each case is denoted in the plots. Gene induction, repression, or no changes in gene expression are represented in the plots with a +, -, 0, respectively. The same nomenclature was used for the last filtering step to indicate a positive (+), negative (-), or no correlation (0) with the lateral root phenotypes. The colored gene flows are those selected for further analysis. **(D)**. Heatmap of the 2122 DEGs selected after the first two steps of the hierarchical gene filtering strategy (before the correlation with the lateral root density phenotype (contrast 3 in panel **B**). Vertical clusters are designated with the plant genotype and the bacterial treatments and horizontal clusters with a colored bar (cluster, C) on the *Right*. Small horizontal red and green lines within the heatmap represent genes with a significant different expression. The second vertical bar on the *Right* (Correlation) represents positive (red) or negative (light blue) correlation between gene expression and the lateral root phenotypes. The final selection of DEGs is shown in Fig. 4A. **(E)**. Distribution of the Pearson correlation coefficient (R) from a correlation analysis between the clusters of DEGs identified in panel **D** upregulated (C1 and C2) or downregulated (C3 and C4) and the lateral root phenotypes. Note that this is the last step of the hierarchical gene filtering strategy used here (contrast 3 panel **B**). In each case, only one of the clusters up- or down-regulated compared showed a high correlation with the lateral root phenotypes and they are colored in red (C2) and light green (C3) in the figure. These two highly correlated clusters were used to build the heatmap of Fig. 4A. **(F)**. Networks of statistically significant gene ontology terms within the different DEGs identified in panel **D**. In the figure, network nodes are colored following the cluster's color code defined in **D**. Networks shows only significant ontologies (hypergeometric test) and the node size denotes the number of genes connected to that particular term. For the RNA-seq experiment we used three independent biological replicates per condition with at least 10 roots each. This experiment was repeated twice (n = 6).

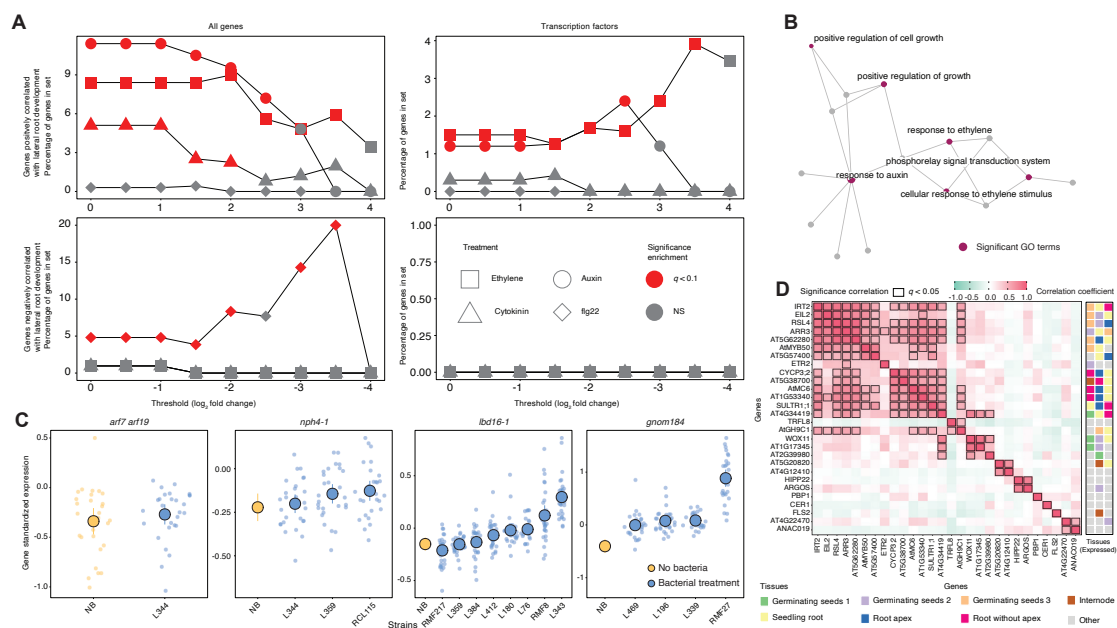

**SI Appendix, Fig. S8. Members of the root microbiota induce the expression of ethylene-responsive genes during lateral root formation. (A).** Gene set analysis showing the distribution of genes (Left) and transcription factors (Right) from the phytohormones (Ethylene (4), Auxin (8–12), Cytokinin (13) and the PAMP flg22 (14)) core genes sets identified from literature, across the genes that positively (Top panel) or negatively (Bottom panel) correlated with lateral root phenotypes identified in Fig. 4A and ordered by level of expression (log<sub>2</sub> fold change). Red color indicates statistical significance (hypergeometric test,  $q < 0.1$ ). **(B).** Network of statistically significant gene ontology terms within the 28 DEGs identified in response to bacterial isolates that overlap with the ethylene core genes from the literature (4). In the figure, the network shows only significant ontologies (hypergeometric test) and the colored nodes represent overrepresented terms. **(C).** Level of induction (standardized expression) of the identified 28 ethylene-related genes in the lateral root mutants *arf7 arf19*, *nph4-1*, *ldb16-1*, *gnom184* in response or not (NB, yellow) to different bacterial isolates (blue). **(D).** Heat map showing the pairwise correlation in expression of the 28 ethylene responsive genes induced in response to the member of the plant microbiota during lateral formation across tissues found in the Klepikova Atlas (15). At least, fourteen of the 28 genes are highly correlated across the Atlas. The bar on the Right represents the tissues where the genes are expressed according to the Atlas and the different colors represent different tissues. Statistical significance of the overlap of enriched genes was determined via hypergeometric test and significant values are highlighted with a black square ( $q < 0.05$ ). For the RNA-seq experiment we used three independent biological replicates per condition with at least 10 roots each. This experiment was repeated twice ( $n = 6$ ).

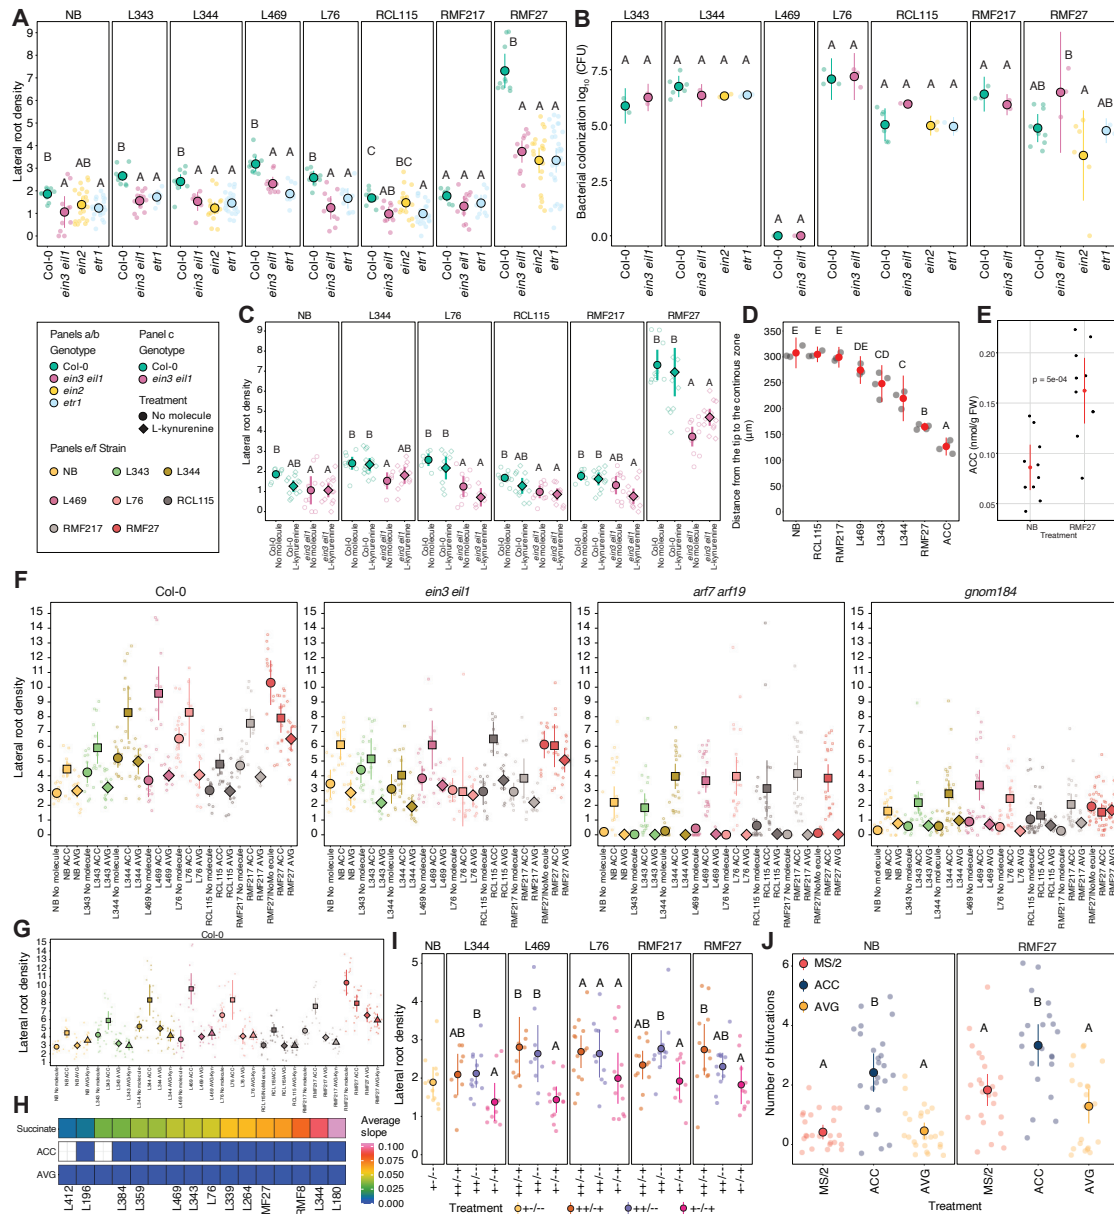

**SI Appendix, Fig. S9. Ethylene signaling regulates lateral root development in response to members of the plant microbiota. (A).** The graph shows the lateral root density in wild-type plants and ethylene mutants *ein3 eil1*, *ein2*, and *etr1* exposed or not (NB) to individual bacterial isolates. Different colors represent different plant genotypes. The names of the bacterial isolates used are on *Top* of each panel. Significance was determined via linear modelling, letters represent the compact letter display of a Tukey post-hoc test. This dataset was used in Fig. 5A. **(B).** The graph shows the colonization capacity of different bacterial isolates determined in roots of wild-type plants and the ethylene mutants *ein3 eil1*, *ein2*, and *etr1* using log-transformed-colony forming units. Colors represent the different genotypes used. Significance was determined via linear modelling, letters represent the compact letter display of a Tukey post-hoc test. For this experiment we used two independent biological replicates per treatment with at least 10 plants each. We repeated this experiment twice. **(C).** Graph showing the lateral root

density in wild-type plants and the ethylene mutant *ein3 eil1* colonized with different bacterial isolates in the presence or not (No Molecule) of the auxin biosynthesis inhibitor L-Kyn. As a control we used wild-type plants and the ethylene mutant *ein3 eil1* grown axenically (NB) in the presence or not (No Molecule) of L-Kyn. Colors represent different genotypes. Significance was determined via linear modelling, letters represent the compact letter display of a Tukey post-hoc test. For this experiment we used two independent biological replicates per treatment with at least 10 plants each. We repeated this experiment twice. **(D)**. Quantification of the  $\beta$ -Glucuronidase (GUS) signal in the ethylene sensor *EBS:GUS*, that express the GUS reporter under the control of a synthetic *EIN-3*-responsive promoter. As a proxy for GUS activity, we quantified the distance from the root tip to the continuous area of GUS activity in the root of *EBS:GUS* plants exposed or not (NB) to different bacteria isolates. As a control we used *EBS:GUS* plants treated with the ethylene precursor 1-Aminocyclopropane-1-carboxylate (ACC). Significance was determined via linear modelling, letters represent the compact letter display of a Tukey post-hoc test. Note that an increase in GUS activity reduces the distance from the root tip to the zone of continuous detection of GUS activity. We measured at least 3 plants per condition. **(E)** The graph shows the normalized amount (nmol/gFW) of the ethylene precursor ACC found in the root of wild-type plants exposed or not (NB) to the bacterial isolate RMF27. The *p*-value resulting from a *t*-test comparing both samples is shown in the figure. We used five independent biological replicates per treatment with at least 100 roots each. We repeated this experiment twice (*n* = 10). **(F)** The graph shows the lateral root density in wild-type plants, the ethylene mutant *ein3 eil1* and the lateral root mutants *arf7 arf19* and *gnom184* inoculated with different bacterial isolates, and treated or not (No molecule) with the ethylene precursor ACC, or with the ethylene biosynthesis inhibitor AVG. As a control we used wild-type plants, the ethylene mutant *ein3 eil1*, and the lateral root mutants *arf7 arf19* and *gnom184* grown axenically (NB) treated or not (No molecule) with ACC or AVG. Colors represent different bacterial isolates and shapes represent the chemical treatments. **(G)**. The graph shows the lateral root density in wild-type plants inoculated with different bacterial isolates, and treated or not (No molecule) with the ethylene precursor ACC, with the ethylene biosynthesis inhibitor AVG, or with the ethylene biosynthesis inhibitor AVG combined with the auxin biosynthesis inhibitor L-Kyn. As a control we used wild-type plants grown axenically (NB) treated or not (No molecule) with ACC, AVG, or with AVG combined with L-Kyn. Colors represent different bacterial isolates and geometrical shapes represent the chemical treatments used. Note the lack of additive effect between the AVG and L-Kyn treatments. We used two independent biological replicates per treatment with at least 10 plants each. We repeated this experiment twice. **(H)**. The heatmap shows the slope of the exponential phase of the growth curves of different bacterial isolates grown in M9 minimal salts medium (Sigma) supplemented with either succinate, ACC, or AVG as carbon sources. We used three independent biological replicates. **(I)**. Graph showing the lateral root density of wild-type plants grown on split plates that have two compartments physically separated by a plastic barrier that prevents the media contact but not the gas exchange between compartments. For each bacterium used we designed four treatments: (plant + no bacteria) vs (no plant + no bacteria) [+ -/- -]; (plant + bacteria) vs (no plant + bacteria) [+ +/- +]; (plant + bacteria) vs (no plant + no bacteria) [+ +/- -]; (plant + no bacteria) vs (no plant + bacteria) [+ -/- +]. In the figure, colors denote different treatments. Significance was determined via linear modelling, letters represent the compact letter display of a Tukey post-hoc test. Notice that only plants colonized by microbes (physically in contact) can change lateral root density, demonstrating that no bacterial volatiles are involved in this mechanism. We used two independent biological replicates per treatment and we repeated it twice (*n* = 4). **(J)**. The graph shows the effect of the ethylene precursor ACC or the ethylene biosynthesis

inhibitor AVG on root bifurcation in *Selaginella* explants grown axenically (MS/2) or colonized by the bacterium RMF27. Colors represent different treatments. Significance was determined via linear modelling, letters represent the compact letter display of a Tukey post-hoc test. We used two independent biological replicates with 12 explants each.

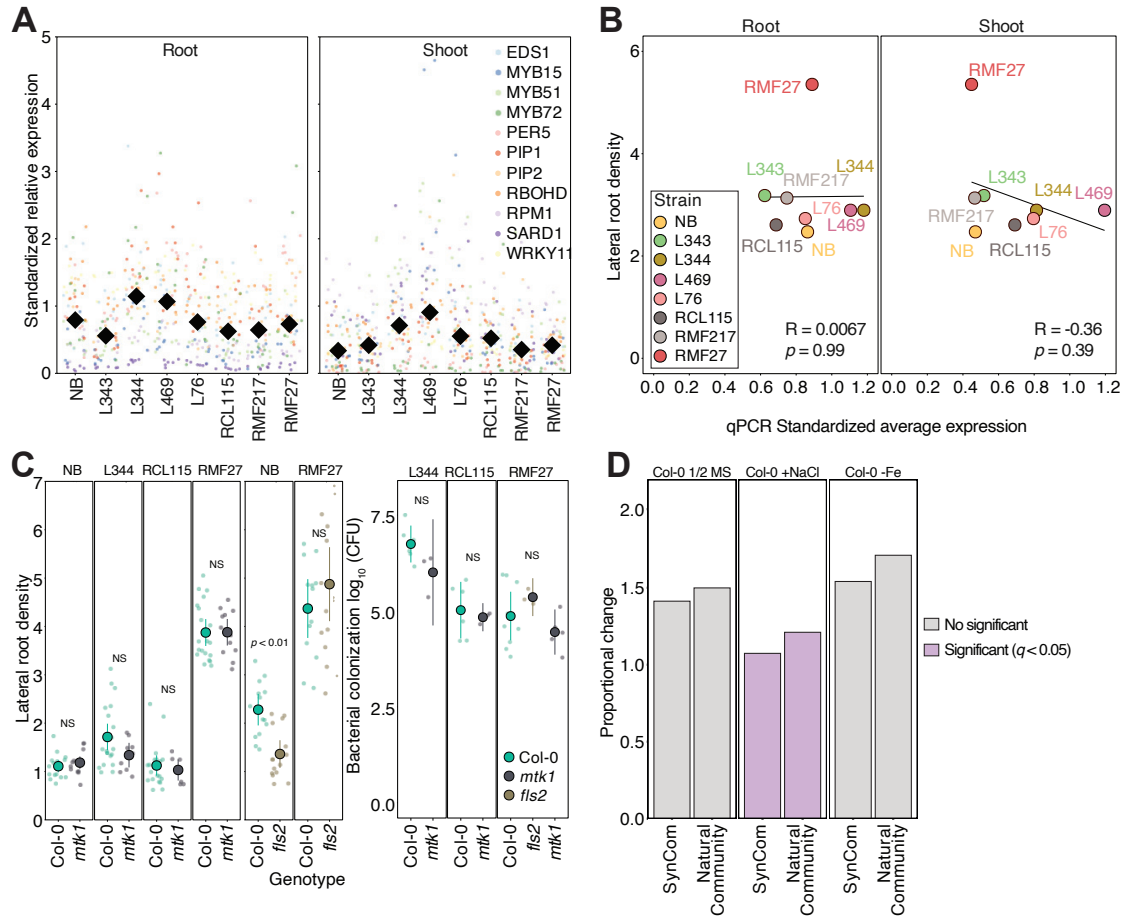

**SI Appendix, Fig. S10. The effect of the microbiota on lateral roots might not require the activation of the plant's immune system. (A).** The graph shows the results of a RT-PCR analysis of the expression of defense marker genes (16, 17), in roots (Left) and shoots (Right) of Col-0 wild-type plants colonized by different bacterial isolates. For the analysis, plants were germinated under axenic conditions for a week and then transferred to the different bacterial treatments. Black diamonds in the figure represent the average of the standardized relative expression of the defense marker genes in a given treatment. Colors denote different genes analyzed. **(B).** Scatterplots showing the Pearson correlation analysis between the lateral root density and the standardized expression of defense genes analyzed in panel A in roots (Left) and shoots (Right) of wild-type plants exposed to different bacterial isolates. Colors represent different bacterial isolates. In each case, the correlation coefficient R and its p-value are shown. We used three independent biological replicates per treatment with 10 plants each. We repeated this experiment twice (n = 6). **(C).** (Left) The graph shows the lateral root density in wild-type plants, the PAMP receptor mutant *fls2*, and the ethylene synthesis mutant *mtk1* colonized or not (NB) with different bacterial strains. Colors denote different genotypes used. (Right) Graph showing the colonization capacity of the bacteria used determined in roots of wild-type plants Col-0, the ethylene mutant *mtk1*, and the PAMP receptor mutant *fls2* using log-transformed colony forming units (Log<sub>10</sub>(CFU)). Colors represent different plant genotypes. We used two independent biological replicates per treatment with 10 plants each. We repeated this experiment twice. **(D)** Bar graphs showing the proportion of changes in lateral root density values in wild-type Col-0 plants inoculated with a 16-member synthetic community (SynCom) or a natural community relative to axenic plants, in full nutrient condition

(1/2MS) and two abiotic stresses, high salinity (+NaCl) and low iron (-Fe). Bars colored in grey denote not significant differences and purple means significant differences with full nutrient conditions (Dunnet test,  $q < 0.05$ ). For this figure, we used the data from Fig. 5E and F.

## Datasets

**Dataset S1. Collection of bacterial strains used in this work.** Column A of the dataset (Strain) contains the code used to identify the individual strains. Column B has the numerical identifier (taxon\_oid) used to retrieve the bacterial strain genome sequence from <https://img.jgi.doe.gov/>. From column C to J the dataset describes the taxonomy of the strains. The last columns (K to T) show information about the presence (YES) or Absence (NO) of operons related to auxin synthesis or degradation in the strain genomes.

**Dataset S2. Bacterial strains modify plant root architecture.** The dataset shows the average value, for each root feature, determined in plants exposed to the different bacterial strains (Strain ID) and the position of the strains in the clusters defined in Fig. 1D.

**Dataset S3. List of genes identified in our RNA-seq experiment after the hierarchical gene filtering with an  $\text{AvLog2FoldChange} \geq 3$ .** The dataset also shows gene identifiers, gene names, and other gene characteristics including gene family, gene function, gene description, and gene ontology information.

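The listed value of each gene was set beside 2 summaries of the 16 Col-0 log2 fold changes, computed with DESeq2 from the deposited counts. The highest of the 16 lay within 0.05 of the listed value for 77 of 83 genes, with a median absolute difference of 0.00506 and a largest of 0.238, and across genes Pearson's r was 0.999. The mean of the 16 differed from the listed value by a median of 2.25, with r at 0.685 across genes, and was at least 3 for 1 gene, *ATNIG1*. The highest value came from RMF27 for 65 genes, from L343 for 13 and from L264 for 5. Genes are not independent replicates, so these correlations carry no p.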

**Dataset S4. Bacterial strains selected for the definition of the microbiota-driven mechanism controlling lateral root development.** Column A of the dataset (Strain) contains the code used to identify the individual strains. Column B has the numerical identifier (taxon\_oid) used to retrieve the bacterial strain genome sequence from <https://img.jgi.doe.gov/>. From column C to J the dataset describes the taxonomy of the strains. Columns K and L show information about the presence (YES) or Absence (NO) of operons related to auxin synthesis or degradation in the strain genomes. From column M to O the dataset shows information about the flg22 coding genes present in the strain genomes. 

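The columns Ethylene_Bio_II and Ethylene_Bio_III of the dataset each answer yes or no per strain, and a strain was counted as having an ethylene operon when at least 1 of them says yes. That holds for L384, L76, L412, L180, RMF331, L469, RMF8 and L343, 8 of the 16 strains. Taken singly, Ethylene_Bio_II marks 5 strains and Ethylene_Bio_III marks 4. The mean log2 fold change of the Dataset S3 genes in Col-0 differed by -0.39 between the 5 strains marked in the former and the 11 others (two-sided exact permutation test, p = 0.433), and by -0.11 between the 4 marked in the latter and the 12 others (exact permutation test, p = 0.919).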

Columns P and Q show information about the presence (YES) or Absence (NO) of operons related to ethylene synthesis in the bacterial genomes.

**Dataset S5. Direct quantification of 1-Aminocyclopropane-1-carboxylate (ACC) in plant roots.** The dataset shows the normalized amount of ACC detected in roots of Col-0 wild-type plants exposed or not (NB) to the bacterial isolate RMF27. This data was used to create the *SI Appendix*, Fig. S9E.

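Computed from the amounts listed there, ACC was at 0.162 ± 0.0457 nmol per g of fresh weight in roots with RMF27 and 0.0860 ± 0.0316 in NB roots (SD, n = 10 each), a ratio of 1.89. The difference of 0.0763 is larger than either SD (two-sided permutation test with 100000 resamples, p = 0.00063). Amounts ran from 0.0763 to 0.223 with RMF27 and from 0.0427 to 0.137 in NB, and 8 of the 10 values with RMF27 lay above the highest NB value. On log2 amounts the same permutation test gave p = 0.00091. Without the highest and the lowest value of each group, the ratio was 1.95 (exact permutation test, p = 0.000311). Leaving out values within each group narrows its spread, so this last p is no check on the first. The dataset does not name the experiment a value comes from, so the comparison could not be made within experiments.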

**Dataset S6. *Arabidopsis thaliana* mutants and lines used in this work. See Methods section.** The dataset shows the names of the mutants and lines used in this work, the mutant ID, the name and affiliation of the seed providers, and the literature reference where these mutants and lines have been published.

**Dataset S7. RT-PCR primers used in this work. See materials and methods section.** The dataset shows the name of the genes, their gene ID, the sequence of the primers used in the RT-PCR analyses to amplify these genes, the methods section where the experiment is described, and the number of the figure where the results are shown.

## Materials and Methods

### 1. Screen of bacterial isolates based on their ability to change root architecture.

#### a. Growth conditions for the bacterial strains and plant inoculation.

The bacterial isolates used here belong to two collections of bacterial strains: one isolated from roots and one isolated from leaves. The strains from the root collection were isolated from roots of healthy Brassicaceae (mostly *Arabidopsis thaliana* (*Arabidopsis*)) grown in two natural soils from North Carolina, USA (18). For the leaf collection, bacteria were isolated from leaves of healthy *Arabidopsis* plants collected from six locations around Tübingen, Germany, and Zurich, Switzerland (19).

All experiments started from single bacterial colonies. To isolate the colonies, -80°C glycerol bacterial stocks were grown on LB plates in the case of the root collection and on R2A plates for the leaf collection. The composition of the R2A was: Casein acid hydrolysate 0.5 g/L, Yeast extract 0.5 g/L, Protease peptone 0.5 g/L, Dextrose 0.5 g/L, Starch 0.5 g/L, Dipotassium phosphate 0.3 g/L, Magnesium sulfate 0.024 g/L, Sodium pyruvate 0.3 g/L, agar 15g/L, pH 7.2 supplemented with Methanol 0.5%).

All plates were incubated at 28°C until it was possible to visualize the colonies. For some slow growers, this process took several days.

Then, a single colony was inoculated into sterile 15 mL falcon tubes containing approximately 4 mL of LB medium or R2A medium supplemented with 0.5% Methanol for the root and leaf collection, respectively. Tubes were placed in an incubator and the cultures were grown at 28°C with agitation at 250 r.p.m. To wash bacterial cells, all cultures were centrifuged in a benchtop centrifuge (Eppendorf 5810R) at 3220 g at 4°C, and the pellets were washed using 10 mM MgCl<sub>2</sub>. This step was repeated three times. In the last

step, bacterial pellets containing washed cells were resuspended in 1 mL of 10 mM MgCl<sub>2</sub> using a vortex. To equalize the number of cells per culture, the OD<sub>600nm</sub> was measured and assuming that 1 OD<sub>600nm</sub> unit is equal to 10<sup>9</sup> c.f.u./mL individual bacterial inocula were prepared at a final concentration of 10<sup>5</sup> c.f.u./mL. The individual cultures (100 µL) were spread on the surface of 12 X 12 cm square agar plates using an L-shaped cell spreader (Fisher scientific) before transferring the seedlings. We used two independent replicates per bacterial condition.

*b. Seed sterilization.*

All *Arabidopsis* Col-0 seeds were sterilized using a solution of 70% ethanol and 0.05% Triton X-100 (Sigma) for 15 minutes with agitation. Then, seeds were washed with sterile distilled water at least three times to eliminate the ethanol. Seeds were stratified in the dark at 4°C for at least 24 hours before use.

*c. In vitro plant growth conditions.*

To study the function of members of the plant microbiota in the regulation of lateral root development, we analyzed the effect of the 391 individual bacterial isolates from the root and leaf collections on plant root architecture. This selection of bacteria covers most of the phylogenetic diversity found in the microbiome colonizing *Arabidopsis* in nature (4).

Sterilized Col-0 seeds were first germinated on agar plates containing 0.5x MS (Murashige and Skoog, Sigma) medium solidified with 1% bacto-agar (Sigma) for a week. Then, approximately ten seedlings with similar development were transferred to a new 0.5x MS agar plate inoculated with the individual isolates. As a control we also transferred ten seedlings to an uninoculated plate with only 10 mM MgCl<sub>2</sub> with no bacteria present (No-bacteria control). Plates were manually randomized and placed in a growth chamber and

grown in a vertical position under a 16-h light/8-h dark regime at 21°C day/19°C night for another 7 d. We used two independent replicates per bacterial condition.

*d. Determination of root architecture parameters.*

We quantified twenty-one features related with root architecture in *Arabidopsis* Col-0 exposed or not to individual bacterial isolates from pictures, using the SmartRoot software (20). The root features analyzed were percentage of the primary root covered by lateral roots (LR coverage), lateral roots density (LR density), total lateral roots volume (LR volume), total lateral root surface (LR surface), lateral root length (LR length), distribution of the lateral root length (LR length distribution), angle formed by the lateral roots and the primary root (LR angle), diameter of the lateral root (LR diameter), number of lateral roots in each side of the primary root (LR symmetry), distance between two consecutives lateral roots (LR interbranch distance), distance from the root tip to the first lateral root (Distance to the 1<sup>st</sup> LR), number of lateral roots with secondary lateral roots (Number of branched LR), number of secondary lateral roots (2<sup>nd</sup>LR number), diameter of the secondary lateral roots (2<sup>nd</sup>LR diameter), length of the secondary lateral roots (2<sup>nd</sup>LR length), total volume of the secondary lateral roots (2<sup>nd</sup>LR volume), total surface of the secondary lateral roots (2<sup>nd</sup>LR surface), diameter of the primary root (PR diameter), volume of the primary root (PR volume), surface of the primary root (PR surface), and primary root length (PR length).

*e. Computational and statistical analysis of the data.*

The phylogenetic tree of the screened bacterial isolates was built using the supermatrix approach described in Levy et al. (18). Thirty-one marker genes were scanned across the bacterial genomes in our collections using the hmmsearch tool from the hmmer version 3.1b2 (21). Next, we aligned each individual marker using MAFFT (22), and the low-quality columns in the alignment were filtered using trimAl (23). Then, all filtered alignments were

concatenated into a super alignment and the phylogeny was inferred with FastTree version 2.1 (24) using the WAG model of evolution. The phylogenetic tree was visualized using the iTOL interface (25).

We used the phylogenetic tree and the phytools v0.6-99 (26), R package (27), to determine the phylogenetic signal (Pagel's Lambda) for the individual root architecture markers quantified across all isolates in the dataset.

To determine the total number of bacterial strains modifying individual root architecture features, we normalized each of the 21 root features using the no bacteria (NB) treatment present in all the batches for which the 391 distinct isolates were split into. To do so, we estimated a batch normalization factor (one per feature) by dividing the average measurement across the NB samples of that batch over the computed average measurement in all the NB samples across all batches. Finally, we normalized all measurements in a given batch by multiplying each one of them by their corresponding estimated normalization factor. In order to reduce the skewness within each feature and to be able to compare magnitudes across features we transformed the batch-corrected measurements by applying a  $\log_{10}$  transformation followed by a z-score standardization of each feature.

For each of the 391 distinct isolates, we compared each of the 21 root features against the no bacteria (NB) treatments within the corresponding strain batch. To do so, we applied the "two sided" Wilcoxon signed-ranked test, implemented in the `wilcox.test` function from the stats R package (27), taking the standardized value of each feature. We used the false discovery rate (FDR) method, implemented in the `p.adjust` function from the

stats R package (27), to adjust the  $p$ -values obtained for all comparisons. Comparisons with FDR adjusted  $p$ -value  $< 0.05$  were considered significant.

For each of the 21 quantified root features, we computed the coefficient of variation within each feature by taking the  $\log_{10}$  transformed measurements and applying the following formula

$$CV = \frac{\sigma}{\mu}$$

$\sigma$  = standard deviation of each feature across the 391 isolates

$\mu$  = mean of each feature across the 391 isolates

To determine the correlation among features, we constructed a strain-by-feature matrix by computing the average value ( $\log_{10}$  and standardized) of each of the 21 root features for each of the 391 isolates used. Next, we input the aforementioned matrix to calculate the all-vs-all Pearson correlation coefficients between the 21 root features. We subjected this correlation dissimilarity matrix to hierarchical clustering using the ward.D method implemented in the rcorr function from the Hmisc v4.6.0 R package (27). Finally, asymptotic  $p$ -values were false discovery rate (FDR) corrected and reported for each of all vs all feature comparisons.

For cluster analysis of root features, we used the chibi.heatmap function from the ohchibi R package (27) to apply hierarchical clustering (ward.D method) over a dissimilarity matrix (Euclidean distance) calculated from the matrix describing for each strain the estimate of each feature against the no bacteria (NB) treatment. Clusters of strains with similar root features pattern were delimited via dendrogram cutting through the function cutree from the stats R package (27).

To determine the association between the bacterial effect on primary and lateral roots, we compared the distinct patterns of change between primary root length and lateral root density with respect to the no bacteria (NB) treatment by plotting in a scatterplot the obtained estimates of both features for each of the 391 isolates assayed. The Pearson correlation coefficient between both features was computed and displayed via the `stat_cor` function from the `ggpubr` package v.0.4.0.

Finally, we compared the distributions of the 391 estimates for the primary root and lateral root density quantifications using the Kolmogorov-Smirnov test coded in the function `ks.test` from the `stats` package of R (27).

For the identification of auxin related operons in the bacterial genomes, we employed the literature-curated biosynthetic and degrading pathways described in Metacyc (28) to identify Clusters of Orthologous Genes (COG) and Kyoto Encyclopedia of Genes and Genomes (KEGG) orthology identifiers of key enzymes involved in the biosynthesis and degradation of auxin. Delineation of these functional orthology IDs across the 373 sequenced isolates used in this screening was based on the IMG-based functional annotation of each genome (29). To delineate each pathway, the following functional markers were used:

For the auxin biosynthesis III bacterial pathway, we utilized the enzyme E.C:1.13.12.3, tryptophan 2-monooxygenase (KEGG id: K00466) as pathway marker.

For the auxin biosynthesis IV bacterial pathway, we utilized the enzyme EC:4.2.1.84, nitrile hydratase subunit alpha and beta (KEGG id: K01721) as pathway marker.

For the auxin biosynthesis V bacterial pathway, we utilized the enzyme EC 3.5.5.1, nitrilase (KEGG id: K01501) as pathway marker.

For the auxin biosynthesis VI bacterial pathway, we utilized the enzyme EC: 4.1.1.74, indolepyruvate decarboxylase (KEGG id: K04103) as pathway marker.

For auxin degradation, we employed the HMM-based pipeline (30) that *de novo* identifies *iac*-like and *iad*-like auxin degradation operons across genome assemblies. Isolates for which there was no genomic evidence of auxin biosynthetic or degrading capabilities were labelled as “IAA operon absence”. The remaining of the isolates were labelled as “IAA operon presence”.

We compared the effect of isolates, harboring or lacking auxin biosynthetic and degradation capabilities, over the root architecture features utilizing two approaches. The first approach compared, for each feature, the distribution of estimates (with respect to the no bacteria (NB) treatment) of both type of isolates (operon presence vs absence). Differences between the distributions of effects across types of isolates were determined via the Kolmogorov-Smirnov test coded in the function `ks.test` from the stats package of R (27).

The second approach compared for each cluster of root architecture features (Fig. 1D) the within cluster pattern of isolates harboring or lacking auxin biosynthetic and degradation capabilities, via the `adonis` function from the R package `vegan` v.2.5.7 (27).

For the identification of ethylene biosynthesis II bacterial pathway, we utilized all the homologous of the enzyme 2-oxoglutarate dioxygenase (ethene-forming enzyme; EFE) E.C: 1.13.12.19 reported in KEGG. We aligned all the homologous enzyme sequences using MAFFT (31) and a profile HMM (hidden Markov models) was generated. All bacterial genomes were scanned to detect the presence of the profile HMM. A coverage of 70% of the original profile HMM was considered as a criterium to define the presence of the enzymes in the bacterial genomes.

For the ethylene biosynthesis III bacterial pathway, we utilized the enzyme methionine transaminase EC: 2.6.1.88 (KEGG id: K14287) as pathway marker.

## **2. Analysis of the individual bacterial effects on *Selaginella moellendorffii* and *Arabidopsis* lateral root mutants.**

### *a. Growth conditions for the bacterial strains and plant inoculation.*

The 99 selected bacteria, spanning across all clusters identified in Fig. 1D, were inoculated from glycerol stocks into 15-mL sterile falcon tubes containing 4 mL of LB medium, and grown at 28°C, with agitation at 250 r.p.m. To wash bacterial cells from spent medium and cell debris all individual cultures were centrifuged in a benchtop centrifuge (Eppendorf 5810R), 3220 g at 4°C, and washed three times with 10 mM MgCl<sub>2</sub>. Clean pellets were resuspended in 1 mL of 10 mM MgCl<sub>2</sub>, and the OD<sub>600nm</sub> was measured. We equalized individual bacterial strain concentrations to 10<sup>5</sup> c.f.u/mL assuming that 1 OD<sub>600nm</sub> unit is equal to 10<sup>9</sup> c.f.u/mL. Individual bacterial inocula (100 µL) were spread using a L-shaped cell spreader (Fisher scientific) onto the surface of 12 X 12cm square agar plates (Greiner Bio-One) containing 0.5x MS, 0.8% bacto-agar (Sigma) medium before transferring the explants.

*b. In vitro plant growth conditions.*

*Selaginella moellendorffii* (*Selaginella*) plants were grown axenically from explants in closed magenta jars containing 0.5x MS (Sigma) medium solidified with 0.4% bacto-agar (Sigma) under a 16-h light/8-h dark regime at 21°C day/19°C night for two months, sufficient time to generate fully developed *Selaginella* plants. New *Selaginella* explants were prepared from the magenta cultures using scalpel and forceps under sterile conditions and approximately 12 explants of similar sizes lacking roots were then transferred to each of the individual-strain inoculated plates with 0.5x MS, 0.8% agar. As a control we also transferred *Selaginella* to no-bacteria (NB) treatments, plates inoculated with 100 µL of 10 mM MgCl<sub>2</sub>. Plates were randomized and placed in a growth chamber and grown in a vertical position under a 16-h light/8-h dark regime at 21°C day/19°C night for 14 d. For each condition, plates were prepared in duplicates.

To determine the influence of members of the microbiota on lateral root development, we analyzed a collection of *Arabidopsis* mutants (*iaa14 slr-1*, *arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184*, *gelpquint1*, and *gelp72*), and the line *pCASP1::CDEF1* that express the cuticle destructing factor1 (CDEF1) that degrades suberin (Dataset S6). These genotypes represent different levels of impairment in lateral root formation and emergence. All these mutants and the line were in the Columbia (Col-0) background. Mutant seeds were surface sterilized and germinated on agar plates containing 0.5x MS (Sigma) medium solidified with 1% bacto-agar (Sigma) for seven days. Approximately ten seedlings of each mutant were transferred to each of the individual-strain inoculated agar plates containing 0.5x MS, and to the no-bacteria (NB) control plates inoculated with 100 µL of 10 mM MgCl<sub>2</sub>. Plates were manually randomized and placed in a growth chamber and grown in a vertical position under a 16-h light/8-h dark regime at 21°C day/19°C night for another 7 d. To

confirm the observed root phenotypes some plates were grown for 14 d. All mutants were analyzed at least twice during the course of the experiments.

To evaluate the effect of nutrient deficiency on lateral root development, we sterilized and germinated seeds of Col-0 and lateral root mutants (*arf7 arf19*, *nph4-1*, *lbd16-1*, *gnom184*) (Dataset S6) on agar plate containing 0.5x MS (Sigma) medium solidified with 1% bacto-agar (Sigma) for 7 d. Approximately ten seedlings of each mutant and Col-0 plants were transferred to new agar plates containing 0.5x MS, 0.005x MS, and 0.0005x MS solidified with 1% bacto-agar and inoculated with 100  $\mu$ L of 10 mM  $MgCl_2$ . Plates were manually randomized, and placed in a growth chamber and grown in a vertical position under a 16-h light/8-h dark regime at 21°C day/19°C night for another 7 d. We used five independent replicates per condition.

To study how the microbiota controls lateral root formation we sterilized and grew Col-0 wild-type plants, the lateral root primordia marker lines *pSKP2B::GUS* line (6) and *pLBD16::GFP* (7), the pre-branch site marker line *DR5::Luciferase* (2), and the auxin sensor *DII::VENUS* (32) seeds on agar plates with 0.5x MS (Sigma) medium inoculated with 100  $\mu$ L of 10 mM  $MgCl_2$  (NB control) or the individual bacterial isolates. Plates were manually randomized and placed in a growth chamber and grown in a vertical position under a 16-h light/8-h dark regime at 21°C day/19°C night for 6 d. We used two independent replicates.

To determine the effect of auxin signaling and transport on lateral root development we also sterilized and germinated Col-0 wild-type seeds on agar plates with 0.5x MS, 1% bacto-agar (Sigma) for seven days. Then, approximately ten seedlings of Col-0 plants were transferred to new agar plates containing 0.5x MS (Sigma), supplemented with 5  $\mu$ M

N-1-naphthylphthalamic acid (NPA, an inhibitor of auxin polar transport, (Sigma)) or 1.5  $\mu$ M L-kynurenine (L-Kyn, an inhibitor of auxin biosynthesis, (Sigma)) solidified with 1% bacto-agar and inoculated or not with the bacterial isolates. Plates were manually randomized, placed in a growth chamber and grown in a vertical position under a 16-h light/8-h dark regime at 21°C day/19°C night for another 7 d. We used two independent replicates and the selected conditions were repeated at least twice.

*c. Determination of branching parameters*

The number of bifurcation events in *Selaginella* in response to members of the plant microbiota was determined directly from the plates using a dissecting microscope. We considered that a root was bifurcated when a clear Y was formed at the extreme of the roots.

How the deposited data were processed for this re-analysis (not part of the article)

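RNA was sequenced from roots of *Arabidopsis thaliana* in 222 libraries, 6 for each of 37 groups of 1 genotype (Col-0, *arf7 arf19*, *nph4-1*, *lbd16-1* or *gnom184*) and 1 treatment (a bacterial strain or NB, no bacteria). The authors filtered the reads with fastp 0.20.1, quantified them with salmon 1.6.0 against the Arabidopsis genome of Ensembl Plants 52, and summarized them to genes with tximport 1.22.0. The values the authors deposited are estimated counts per gene, 1 column per library, all whole numbers, so the estimates had been rounded. They are not scaled between libraries, and the text does not name the tximport scaling option or the strand. The authors' own comparison used DESeq2 1.34.0 with 1 group per genotype and treatment, and the text gives no threshold for calling a gene in the RNA-seq. Each library was mapped to its group by its genotype and treatment labels. For 2 libraries, of *gnom184* with L196 and *arf7 arf19* with L344, the title leaves the library number open, and an alternative leaves both out. No label says which of the 2 repeats of the experiment a library belongs to, and 0 columns were left unused. The library numbers fall into a low and a high range with 3 libraries of each group in both, as 2 repeats of 3 replicates would give. This range was used as a covariate in an alternative only.

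Library totals ran from 10255732 to 29735838 with a median of 18434824. Medians of the groups ran from 14719545.5 (Col-0 with L196) to 21376943.5 (*lbd16-1* with L343); the medians were 16895103 in Col-0 with RMF27, 17614465 in *gnom184* NB and 16270818 in *gnom184* with RMF27. The 10 genes with most counts took 3.71 to 8.02% of a library (median 5.17%), chloroplast genes 0.00609 to 0.0831% and mitochondrial genes 0.0405 to 0.202%. Of the 555 pairs of libraries within a group, the pair closest to counting noise (in *gnom184* with L469) had a chi-square per degree of freedom of 3.47, the median was 10.2 and the highest 49.7, so, in this sum over all genes, the replicates differ by more than counting noise. Genes with 0 to 3 counts over the 6 NB libraries carry no fold change of their own in the text, and the floor used for them is 3 counts over the 6 libraries, 0.0289 CPM in Col-0 NB. Such limits cover counting error only.

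Gene names came from a TAIR10.1 annotation table, which held 99.2% of the 32311 identifiers. Genes were filtered with filterByExpr (21635 kept), scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust estimation, in 1 model of 37 groups, because the authors also fitted all groups in 1 model. Each of 32 contrasts set a strain against NB of the same genotype, and 16 interaction contrasts set the response of a mutant against that of Col-0 to the same strain. The adjustment was Benjamini-Hochberg within a contrast, at 0.05, without a limit on the fold change, and the prior count was 0.125. CPM values are from edgeR's cpm function after TMM scaling. The mean or highest log2 fold change of a Dataset S3 gene was taken over the 16 Col-0 contrasts. Sets of genes were tested with fry, with camera at an estimated correlation as the alternative (limma 3.58.1). Fry tests the set on its own and camera tests it against the other genes, so their calls answer different questions. Values of Datasets S2, S4 and S5 were analysed in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6, by two-sided permutation tests, exact where a group had fewer than 10 values and otherwise with 100000 resamples.

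The tests were tried on simulated data with the groups and library totals of the real ones, with 200 of 21635 genes changed in Col-0 with RMF27. Every simulated library had the spread of a gene pooled over all groups. The real Col-0 NB group had a median within-group variance 1.93 times that of the median group. The false-call rates that follow therefore do not carry over to the real Col-0 contrasts. The edgeR test on 222 libraries found 193 (96.5%) with 9 false calls (4.46% of its calls), and on the groups' own libraries 191 (95.5%) with 10 false calls (4.98%). DESeq2 1.42.0 on 222 libraries found 193 with 16 false calls (7.66%), more than its threshold allows, and limma on the groups' own libraries found 193 with 9 false calls (4.46%). DESeq2 on the groups' own libraries found 193 with 39 false calls (16.8%) and was left out of the analyses for that reason.

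The alternatives were DESeq2 in place of edgeR, RLE size factors in place of TMM, no filter on low counts, a stricter filter (at least 1 CPM in 6 libraries and 1000 counts in total), fits on the own groups of a contrast, the range of the library number (1 to 111 or 112 to 222) as a covariate, adjusted p thresholds of 0.01 and 0.1, adjustment over all contrasts of a family, a limit of 1 on the absolute log2 fold change with edgeR and with DESeq2, a prior count of 1, and leaving out each Col-0 NB library in turn. Other groupings of the libraries were drawn 100 times per result, the real one included, and called with limma-trend.

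The genes named in the text were set by a rule: the genes mutated in the lateral root mutants, the transcription factors labelled in Fig. 4E, the ethylene and immune genes whose mutants the paper uses, the transcription factors and the genes with ethylene in their gene ontology names in Dataset S3 (some of these cells are shortened in the copy read), the auxin reporter and defense marker genes of Dataset S7, the 5 genes most often induced and the 5 most often repressed over the Col-0 contrasts, and the 10 genes with the largest values in Dataset S3, whose values had been seen. Genes outside this rule are named only where a count is at most 5, after their values were seen. Left out were the paper's step that correlates gene expression with lateral root density and the enrichments of core gene sets. The densities of that step and the core gene sets were not among the tables read. The densities of Dataset S2, from the screen, were used only for the relations over strains. Reads, lanes and gene coordinates are not used here.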

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

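The tests of the NB libraries 1 and 2, of the level of Dataset S3 genes in mutant roots without bacteria, and of other groupings behind the comparisons of genotypes without bacteria were chosen after the results were seen.

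A single library lay far from the other 5 of its group, by Dixon's ratio of gap to range above its 95% limit for 6 values, in 2 of 37 groups of library totals and in 31 of 248 groups of named genes; chance alone gives about 1 in 20 groups, and the genes share libraries, so these counts are not independent. For library totals the ratio was 0.759 in *gnom184* with L196 and 0.813 in *nph4-1* with L344. TMM scaling divides such differences out, and no biological explanation of them was tested.

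Among the Col-0 NB libraries the ratio was 0.645 for *ETR1*, 0.867 for *ETO3*, 0.750 for *YDK1*, 0.668 for *WRKY11*, 0.748 for *RBOHD*, 0.7065 for *EDS1*, 1 for *ATNIG1*, 1 for AT4G10010, 0.933 for AT2G01020, 0.911 for AT1G15405 and 0.729 for AT2G43860. In Col-0 with RMF27 it was 0.680 for *YDK1*, 0.694 for *ATPP2-A5* and 0.628 for AT3G29410. *ATNIG1*, AT4G10010 and AT2G43860 have 3, 1 and 3 counts in total in Col-0 NB, so that a single library with a count is enough for a high ratio. For AT2G01020 and AT1G15405, both noncoding and both called lower in all 16 Col-0 contrasts, as are the chloroplast genes ATCG00500 and ATCG00020, the tables argue for the NB libraries 1 and 2 as the main source. The mean CPM of AT2G01020 was 408 over the 6 NB libraries, 19.4 over the 4 others and 19.3 over the treated Col-0 libraries, so that the log2 ratio of treated to NB went from -4.41 to -0.00867 without these 2 libraries. For AT1G15405 it went from -2.70 to -0.213, for ATCG00500 from -2.05 to -0.742, and for ATCG00020 it became -0.324, so most of each difference goes with these libraries, while part of that of ATCG00500 remains and is not accounted for by them. Whether these libraries carry more of such RNA for a technical reason or for a state of their roots stays open. For AT5G16980, also lower in all 16, the ratio was -2.01 with and -2.09 without them, which argues against these libraries as its source and leaves a response to the bacteria open. A first comparison by the number of contrasts still called without 1 library did not separate AT2G01020 (15 without NB library 1) from AT5G16980 (15 without NB library 1, 112 or 114) and was replaced by this ratio. Without NB library 1, AT1G15405 was called in 5 of 16 contrasts, and without NB library 2, ATCG00500 was called in 13 and ATCG00020 in 4.

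Among the *gnom184* NB libraries the ratio was 0.808 for *RSL4*, 0.736 for *MYB50*, 0.766 for *FLS2*, 0.650 for *YDK1*, 0.681 for *ATNIG1*, 0.832 for AT3G29410, 0.907 for AT1G49450, 0.771 for *TUA3*, 0.691 for AT1G15405, 1 for AT2G43860, 1 for AT2G22180 and 1 for *AOX1B*. In *gnom184* with RMF27 it was 0.640 for *LBD16*, 0.642 for *EIN2*, 0.640 for *CTR1*, 0.630 for *LBD29* and 0.633 for *AOX1B*. AT2G43860, AT2G22180 and *AOX1B* have 1, 2 and 2 counts in total in *gnom184* NB. Whether 1 *gnom184* library accounts for several of these ratios was not tested, and no biological explanation was tested.

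A mutant and Col-0 responded differently to the same strain, by the interaction test of edgeR, in 3253 genes for *arf7 arf19* with L344, in 1462, 3587, 390 and 4947 for *gnom184* with L196, L339, L469 and RMF27, and in 986, 603 and 1 for *nph4-1* with L344, L359 and RCL115. For *lbd16-1* the counts were 708 with L180, 65 with L343, 840 with L359, 301 with L384, 89 with L412, 244 with L76, 911 with RMF217 and 302 with RMF8. Fitted on the 24 libraries of a pair alone, the counts were 1500 for *arf7 arf19*, 306, 1177, 67 and 3159 for *gnom184* and 566 and 440 for *nph4-1* with L344 and L359, in the order just given, and for *lbd16-1* 166, 9, 386, 56, 26, 33, 133 and 146; for *nph4-1* with RCL115 edgeR then called 0, with 1355 at an unadjusted p under 0.05. DESeq2 called 5 genes in place of the 1 for *nph4-1* with RCL115, where 1328 had an unadjusted p under 0.05 with edgeR. For *gnom184* with RMF27, 1 of 100 groupings of the libraries by genotype within a treatment, the real one, gave as many calls with limma-trend (3254). The other groupings mix the genotypes, between which 6923 genes differed in NB roots. They therefore also remove that difference and cannot decide whether chance gave the different response. No such groupings were drawn for the other pairs. All pairs share the Col-0 NB libraries, and the genotype stays open as the biological explanation, as does a difference between plates or pools of libraries, which the labels do not give.

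Sets of genes also responded differently by fry, with adjusted p over 16 pairs. For the auxin reporter genes the response was smaller in *arf7 arf19* with L344 (0.000433). For the defense markers it was larger in the mutant for *arf7 arf19* with L344 (0.0058), *nph4-1* with L359 (0.0058) and *lbd16-1* with L359 (0.0058), L76 (0.0058), L412 (0.0137), RMF217 (0.0137) and RMF8 (0.0222). For Dataset S3 it was smaller in *arf7 arf19* with L344 (0.000237), *nph4-1* with L344 (0.00057) and L359 (0.00205) and *lbd16-1* with L359 (0.00205), RMF217 (0.00477) and L180 (0.0265), and larger in *gnom184* with L339 (0.00900). Camera, which compares a set with the other genes, called 0 of these 48 comparisons, so the calls rest on fry alone. A call by fry without one by camera can mean that other genes differed as much. At an unadjusted p under 0.05 there were 1 auxin, 4 defense and 5 Dataset S3 comparisons by camera, and 3, 8 and 7 by fry.

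A smaller response could come from a higher level without bacteria. The mean level of the 75 Dataset S3 genes in NB was below that of Col-0 in *arf7 arf19* (log2 difference -0.515) and in *nph4-1* (-0.142), which argues against this for *arf7 arf19* with L344 (mean response lower than in Col-0, difference -1.37) and for *nph4-1* with L344 (-1.22) and L359 (-1.10). In *lbd16-1* NB the level was higher by 0.561, which is large enough to account for most of the difference with L180 (-0.716) and RMF217 (-1.02) but not with L359 (-1.23). In *gnom184* NB it was lower (-0.598), and the larger response to L339 (difference 0.84) may largely reflect that. A baseline shared by all contrasts of a mutant also enters the pairs that were not called. Both the baseline and the genotype therefore stay open for *lbd16-1* with L180 and RMF217 and for *gnom184* with L339. For *lbd16-1* with L359 the baseline can account for only part, and the genotype and unlabelled batches stay open there and for the others. The choice of these genes by their response in Col-0 could also give a smaller response in another genotype. This was not tested and stays open for all of the smaller responses.

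Among the named genes, the response to RMF27 differed between *gnom184* and Col-0 (log2 fold change in *gnom184* minus that in Col-0, edgeR) by 1.03 for *RSL4*, 0.92 for *MYB50*, 1.89 for *WOX11*, 0.66 for *WES1*, 0.65 for *D6PKL3*, 0.97 for *PLT3*, -0.64 for *LBD16*, -0.26 for *PIN7*, -1.26 for *PIP1*, -1.00 for AT1G49450 and -2.46 for AT5G16980. It also differed by 3.72 for AT2G01020, 2.29 for AT1G15405 and 2.06 for ATCG00020, and for these the ratios without NB libraries 1 and 2 given before (-0.00867, -0.213 and -0.324) point to the Col-0 NB libraries as a candidate source. For the other genes no technical explanation was tested, and the genotype stays open; *RSL4*, *MYB50* and AT1G49450 have an outlying *gnom184* NB library.

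In NB roots, 10063 genes differed between *arf7 arf19* and Col-0, 6923 between *gnom184* and Col-0, 2844 between *nph4-1* and Col-0 and 1431 between *lbd16-1* and Col-0, of which 1525, 880, 270 and 133 had an absolute log2 fold change of at least 1. Fitted on the 12 libraries of a comparison alone, limma-trend called fewer, 8135, 3994, 1242 and 142 in the same order, and for each comparison only 1 of 100 groupings of these libraries, the real one, gave as many of these calls, so chance can be excluded for them. The genotype is confounded with whatever else differed between the groups of plants, so a biological and a technical origin stay open.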

How the results depend on the processing

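The results for RMF217 and for the genes higher or lower in all 16 Col-0 contrasts were chosen after the results were seen, and the other results and their alternatives before the data were examined. Of 199 values of the main results under alternatives, 160 kept their direction and their side of the threshold or stayed within 1.5 times the count.

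A limit of 1 on the absolute log2 fold change moved every count of changed genes, by construction. With edgeR and with DESeq2 it gave 2728 and 3107 genes changed in at least 1 Col-0 monoassociation, 1705 and 1890 with RMF27 in Col-0, 31 and 32 with RCL115, 3128 and 3482 with RMF27 in *gnom184*, 1986 and 2134 changed the same way, 1420 and 1500 induced, 597 and 667 repressed, and 919 and 931 with a different response to RMF27 in *gnom184*. The other alternatives kept these counts within 1.5 times, apart from RCL115 and the different response. For the genes changed in at least 1 Col-0 monoassociation they ran from 11439 (own groups only) to 17793 (adjusted p under 0.1), for RMF27 in Col-0 from 7355 to 10910, for RMF27 in *gnom184* from 11323 to 14396, and for genes changed the same way from 8566 to 13063. Leaving out 1 Col-0 NB library gave 14033 to 15835, 9036 to 9409, 13262 to 13334 and 10769 to 11074 for these results, 5510 to 5954 induced and 5412 to 5657 repressed.

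The different response of *gnom184* to RMF27 (4947 genes) fell to 3159 on its own groups, where fewer libraries set the spread, and to 2999 at an adjusted p under 0.01; without 1 Col-0 NB library it lay between 4180 and 5354.

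The count for RCL115 in Col-0 (98) was 0 on its own groups by edgeR, with 1809 genes at an unadjusted p under 0.05 and 113 called by DESeq2 on all libraries; it was 13 at an adjusted p under 0.01, 205 at 0.1 and 1044 when all contrasts of the family were adjusted together. Without 1 NB library it lay between 31 (without library 2) and 274 (without library 3), and it was 43 without library 1. That for RMF217 (878) lay between 272 (without library 2) and 1674 (without library 3), and on its own groups 2 genes were called, AT2G48080 and *PTF1*, named after their values were seen. The cause was not tested for either strain. In the other 14 Col-0 contrasts leaving out 1 NB library kept the count within 1.5 times. The number of genes lower in all 16 Col-0 contrasts (35) was 14 without NB library 1, 8 without library 2 and 94 without library 3, and the number higher in all 16 (4) was 0 without 1, 2 or 112, 1 without 114, 7 without 113 and 15 without 3.

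The median of the mean log2 fold change of Dataset S3 genes (1.61) stayed between 1.45 and 1.67 over its alternatives. The number of these genes with a mean of at least 3 (2, AT2G22180 and *ATNIG1*) was 1 with DESeq2 (*ATNIG1*), 1 with the median over the 16 strains (AT2G22180), 1 without RMF27 (*ATNIG1*), 0 with a prior count of 1 and 0 among the 54 genes with at least 10 counts on average, where fewer genes are counted. Without 1 Col-0 NB library it lay between 1 and 4: 1 (AT2G22180) without library 1, 3, 112 or 114, and 4 (AT2G22180, AT2G43860, *ATNIG1* and *XTH26*) without library 113. The call of RMF27 for all 75 genes held under each alternative with its own number of genes tested, 83 with DESeq2 and 54 with the higher minimum.

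Camera in place of fry called the defense markers in 0 of 32 contrasts in place of 12 higher, with 5 at an unadjusted p under 0.05, the Dataset S3 genes in 6 of 16 mutant contrasts in place of 10, and the auxin reporter genes in 27 of 32 in place of 29. RLE scaling gave 11 and the library number range as covariate 13 for the defense markers. The correlation of the Dataset S3 response with lateral root density (r = 0.0237) changed sign as Spearman's rho (-0.115), and the difference between strains with and without an ethylene operon (-0.25) changed sign without RMF27 (0.0483); neither passed its test in any of these forms. The values for ACC and for root length kept their direction and side of the threshold under each alternative tried.

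For the named genes, 964 of 992 values under alternatives kept direction and side of the threshold, 18 lost the call, 0 gained one and 10 changed sign, none of them called. The sign changed for *IAA13* with RMF27 in Col-0 on its own groups (-0.00227) and without the libraries of ambiguous title (-0.00258), and for *EDS1* in *gnom184* with DESeq2 (-0.00332), RLE scaling (-0.00371) and without those libraries (-0.00938). Without 1 Col-0 NB library, log2 fold changes with RMF27 lay between -0.0670 and 0.0492 for *IAA13*, -0.0242 and 0.0910 for *ARF7*, -0.0233 and 0.104 for *ETR1*, and -0.151 and 0.0197 for *PIP2*; the sign changed without library 2 for *IAA13*, *ARF7* and *ETR1*, without library 114 also for *IAA13*, and without library 1 for *PIP2*. On the own groups of the contrast, calls were lost with RMF27 in Col-0 for *EIN2* (0.235), *CTR1* (0.158), *MTK1* (-0.254) and *RPM1* (0.344), and in *gnom184* for *PIN7* (0.265), *IAA4* (0.222) and *FQR1* (0.162), the last also with DESeq2 (0.144), with RLE scaling (0.144) and without the libraries of ambiguous title (0.140). Without 1 NB library, calls with RMF27 in Col-0 were lost for *EIN2* without library 1 (0.23) or 2 (0.17), *CTR1* without library 2 (0.10), *MTK1* without library 112 (-0.21) and *RPM1* without library 1 (0.30), 2 (0.29), 3 (0.34) or 114 (0.32). The cause was not tested.

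No paired analysis was possible because each library has a number of its own, and neither labels nor the paper pair the libraries of different groups. Depth limits the genes with 0 to 3 counts over 6 NB libraries, 7 of the 75 tested Dataset S3 genes in Col-0, whose fitted fold changes depend on the prior count.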

Differences from the paper's values

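The tests and alternatives in this part were set before the data were examined, and the comparison of the Dataset S3 column with the highest of the 16 values was chosen after the values were seen.

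The paper's count of genes differentially expressed in Col-0 is 3051, and 15744 were called here at an adjusted p under 0.05 without a limit on the fold change. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with a limit of 1 on the absolute log2 fold change by DESeq2 (3107) and by edgeR (2728). It did not with DESeq2 alone, RLE normalization, no filter, the stricter filter, own groups only, without the libraries of ambiguous title, with the library number range as covariate, with other thresholds of adjusted p, with adjustment over all contrasts, or without any single Col-0 NB library (11439 to 17793).

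The paper's count after the comparison with the mutants is 2122, and 11314 genes changed the same way here. The same limit gave 2134 with DESeq2 and 1986 with edgeR, and all of the other alternatives just named gave counts more than 1.5 times the paper's (8566 to 13063). The paper's text does not state a limit on the fold change for these calls.

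For Dataset S3, the median of the paper's listed averages is 3.71, and the median of the mean log2 fold change over the 16 Col-0 contrasts was 1.61 here, while that of the highest of the 16 was 3.73. The number of listed genes at 3 or more is 83 in the paper and 2 here, AT2G22180 and *ATNIG1*. None of the alternatives set before the data were examined (DESeq2, a prior count of 1, RLE normalization, the median over strains, without RMF27, genes with at least 10 counts, without each NB library) brought the mean within the paper's (1.45 to 1.67) or the count within 1.5 times (0 to 4). Gene by gene, the listed values match the highest single-strain log2 fold change of DESeq2 within 0.05 for 77 of 83 genes.

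Fig. 4E shows its labelled transcription factors higher in the average of the bacterial treatments than in NB. Over the 16 Col-0 contrasts the mean log2 fold change was 2.14 for *EIL2*, 0.81 for *RSL4* and 0.32 for *MYB50*, all in that direction, and -0.02 for *WOX11* (-0.03 with DESeq2), which was called higher with RMF27 only; in the mutants its mean was 0.26. *ANAC019* was not tested by edgeR's filter and was called higher with RMF27 by DESeq2 (log2 fold change 3.80, adjusted p = 0.00404). The figure plots standardized expression, a different scale from the log2 fold change.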

Other observations

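The test of the spread of the Col-0 NB libraries, the groupings for RMF217, the relation with library totals without 2 strains and the correlation of the number of genes called with lateral root density were chosen after the results were seen.

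Groupings drawn at random within the libraries were called with limma-trend, 100 per result with the real one among them. Only the real grouping gave as many calls for RMF27 in Col-0 (1 of 100; 7521 calls, at most 650 in the others), for RMF27 in *gnom184* (1 of 100; 11911), for the genes changed in at least 1 Col-0 monoassociation (1 of 100; 15751) and for those changed the same way (1 of 100; 11381), induced (1 of 100; 6210) or repressed (1 of 100; 5625), so chance can be excluded for these. For RCL115 in Col-0 the real grouping gave 0 calls, which each of the 100 of 100 groupings reaches by necessity, so the count is void there and whether chance can be excluded stays open; limma-trend on these 12 libraries has 0 calls where edgeR on all libraries has 98, DESeq2 has 113, and edgeR on the 12 libraries has 0 with 1809 genes at an unadjusted p under 0.05. RMF217 had 2 calls by limma-trend, reached by 2 of 100 groupings.

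Libraries numbered 1 to 111 and 112 to 222 differ within their groups: with the number range as a term in the model, 6778 of 21635 genes were called for it, 39 of them with an absolute log2 fold change of at least 1. This is consistent with an unlabelled batch along the library numbers, and the repeats of the experiment are a candidate source that the labels do not name. Each group has 3 libraries in each range, the layout that 2 repeats of 3 replicates would give. With the term in the model 15974 genes were changed in at least 1 Col-0 monoassociation, against 15744 without it. No biological explanation was tested.

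The number of genes called in a Col-0 contrast did not rise with the median library total of the treated group over the 16 strains (Pearson's r = -0.0252, permutation p = 0.926, adjusted p = 0.933 over 4 relations; Spearman's rho = -0.0824, p = 0.764, adjusted p = 0.873), nor without the 2 strains farthest from the median total (r = -0.421, p = 0.135), which argues against library size as the reason for the differences between strains. The strain itself stays open as the reason.

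Fits on the own groups of a contrast called a median of 59.3% of the number of genes called with all libraries in Col-0 and 88.1% in the mutants. The Col-0 NB group had the highest median within-group variance of the 37 groups, 1.93 times that of the median group, which may account for the lower share in Col-0, since pooling over groups understates the spread of that control. Whether the NB plants or their libraries vary more was not tested.

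Over the 16 strains, the mean log2 fold change of Dataset S3 genes in Col-0 had no detectable relation with the lateral root density of Dataset S2 (Pearson's r = 0.0237, permutation p = 0.933, adjusted p = 0.933; Spearman's rho = -0.115, p = 0.67, adjusted p = 0.873; r = 0.0138, p = 0.961 without L412 and L343, the strains farthest from the median density). Nor had the number of genes called (r = -0.0327, p = 0.904, adjusted p = 0.933; rho = 0.0441, p = 0.873, adjusted p = 0.873). These densities are the paper's averages from the screen, a different experiment from the RNA-seq, and in them RMF27 stands at 3.06 and L412 at 4.19. The adjustment is over the 4 relations computed, and no batch could be separated among the strain values.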
